# Chromatin accessibility landscapes define stromal cell identities across tissues

**DOI:** 10.1038/s42003-026-09720-w

**Published:** 2026-02-25

**Authors:** Amin Nooranikhojasteh, Ghazaleh Tavallaee, Nicholas Khuu, Shu Yi Shen, Shaida Ouladan, Ayush Raman, Elias Orouji

**Keywords:** Epigenomics, Chromatin analysis

## Abstract

Chromatin accessibility is crucial in regulating gene expression and maintaining cellular identity. While single-cell RNA sequencing has revolutionized transcriptomic profiling, the understanding of chromatin dynamics across diverse tissues remains limited. Here, we use single-cell Assay for Transposase-Accessible Chromatin sequencing (scATAC-seq) to explore chromatin accessibility landscapes across murine tissues. We profile chromatin accessibility in 51,248 cells from nine mouse tissues, identifying 28 major cell types with distinct accessibility signatures. Our data reveal both conserved and tissue-specific cis-regulatory elements, highlighting the dynamic interplay between transcription factors and chromatin states in cell differentiation and tissue function. Motif enrichment analyses uncover transcription factor motifs driving these regulatory landscapes. Notably, we demonstrate that chromatin accessibility profiles enable tracing stromal cells, including endothelial cells, fibroblasts, and macrophages back to their tissue of origin. Using a metacell approach, we identify specific chromatin modules reflecting tissue-specific epigenomic landscapes, underscoring the role of chromatin accessibility in defining stromal cell identities. Our study provides a comprehensive atlas of chromatin accessibility across murine tissues, offering insights into the regulatory architecture that governs tissue and cell-type specificity. The ability to trace stromal cells to their tissue of origin through chromatin signatures holds important implications for diagnostics and therapeutic interventions in disease contexts.

## Abstract (web summary)

Single-cell ATAC-seq across nine mouse tissues reveals tissue-specific and shared chromatin accessibility programs, defining regulatory landscapes and cell identities through differential enhancer activity across organs.

## Introduction

Cis-regulatory elements (CREs) are regions of non-coding DNA that regulate the transcription of neighboring genes^1,2^. Different genes have specific CREs, and the presence or absence of these elements can play as a genomic switch to activate or deactivate a gene in a particular cell type or developmental stage. This specificity allows for precise control of gene expression in each tissue type^3,4^. CREs are highly conserved across species. This conservation suggests that these elements are critical for proper gene regulation and modifications in CRE sequence can have significant effects on gene expression and phenotype^5,6^.

CREs function by binding to transcription factors (TFs), and the cooperation between these TFs and their target genes creates complex regulatory circuits^7^. This interaction can either enhance or inhibit the recruitment of RNA polymerase, hence modulation of transcription, and is essential for the development, differentiation, and function of various cell types and tissues^8^. By profiling chromatin accessibility of thousands of cells from different tissues, it is possible to infer patterns in genomic regulations^9^.

Studies suggest that chromatin accessibility is a critical factor in determining cell fate and identity, and changes in chromatin accessibility can have profound effects on cell differentiation and development^10,11^. Reduced chromatin accessibility underlies irreversible disruption of a TF feedback loop, which is a key factor in the transition from self-renewal to differentiation^12^. During the process of development, chromatin accessibility works as a binary switch in a given loci to regulate cell fate^13^. Interrogation of chromatin accessibility patterns across different tissues can help understand such developmental processes. It can provide insights into how cells differentiate into various tissue types and how chromatin landscape changes during organ development.

This study aims to elucidate the chromatin accessibility landscapes across various mouse tissues at single-cell resolution using single-cell Assay of Transposase Accessible Chromatin sequencing (scATAC-seq). Here, we uncover tissue-specific chromatin accessibility patterns by comparing chromatin landscapes across different tissues. This comparison will shed light on our understanding of how chromatin accessibility contributes to tissue and cell type identity. Finally, we explored chromatin accessibility markers that can efficiently distinguish stromal cells shared in various tissues, with potential applications in disease diagnostics and therapeutic interventions.

## Materials and methods

### Frozen sample preparation for nuclei isolation

This study utilized adult C57BL6 mice aged 8–10 weeks. Tissue samples were harvested following ethical guidelines approved by the institutional ethics committee and the Research Ethics Board at the University Health Network (UHN). After collection, the tissues were washed in a petri dish with cold PBS (ThermoFisher Scientific, cat# 10010023) to remove residual blood and then dried. The tissues were cut into small pieces (approximately 50–60 mg), placed into cryovials, flash-frozen in liquid nitrogen, and stored at −80 °C until further processing.

For nuclei isolation, both pre-prepared and freshly prepared buffers were utilized. Pre-prepared buffers were filtered through a 0.22 μm PVDF filter system and stored at 4 °C. To prepare 0.75 M Tricine-KOH pH 7.8, 33.60 g of Tricine (Sigma-Aldrich, cat# T0377-100G) was dissolved in approximately 200 mL of dH2O. To this solution, 3.577 g of KOH (Millipore Sigma, cat# 1050121000), 300 μL of 1 M KOH, and approximately 1501 μL of 5 M KOH were added to adjust the pH to 7.8. The final volume was brought to 250 mL with dH2O. The 1.034x Homogenization Buffer Stable Solution was prepared by dissolving sucrose (Sigma-Aldrich, cat# S0389-500G) to a final concentration of 0.26 M in dH2O and supplementing the solution with 0.03 M KCl (Invitrogen, cat# AM9640G), 0.01 M MgCl_2_ (Sigma–Aldrich, cat# M1028-100ML), and 0.02 M Tricine-KOH pH 7.8. The diluent buffer was made by diluting 0.75 M Tricine-KOH pH 7.8 with dH_2_O to a final concentration of 120 mM, followed by supplementation with 30 mM MgCl_2_ and 150 mM KCl. The 50% Iodixanol solution was prepared by mixing OptiPrep Density Gradient Medium (60% Iodixanol, Sigma-Aldrich, cat# D1556-260ML) with the diluent buffer. Freshly prepared buffers were made on the day of the experiment and kept on ice. The 1x Homogenization Buffer Unstable Solution (HBU) was prepared by adding one tablet of cOmplete, EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich, cat# 5056489001) to the 1.034x Homogenization Buffer Stable Solution to achieve a final concentration of 1x. This solution was further supplemented with 0.001 M DTT (Sigma–Aldrich, cat# 43816-10 ML), 0.5 mM Spermidine (Millipore Sigma, cat# 85558-1G), and 0.15 mM Spermine (Sigma-Aldrich, cat# S3256-1G). The mixture was vortexed until fully dissolved, and 10% Nonidet P 40 Substitute (NP40, Sigma-Aldrich, cat# 74385-1L) was added to a final concentration of 0.3%. To prepare 30% and 40% Iodixanol solutions, the 50% Iodixanol solution was diluted with 1x HBU and mixed thoroughly.

Prior to tissue processing, a swing-bucket centrifuge was pre-chilled to 4°C, with acceleration and deceleration settings adjusted to 0. A petri dish with cover, razor blade, and forceps (cleaned with 70% ethanol) were pre-chilled on dry ice. Pestles A and B were placed in clean 15 mL Falcon tubes, and the Douncer, freshly prepared buffers, and necessary tubes (2× 2 mL Lobind, 2× 1.5 mL Lobind, 3× 1.5 mL microtubes) were pre-cooled and placed in the hood for subsequent processing steps.

### Nuclei isolation from frozen tissue

Nuclei isolation was optimized for each tissue type. A 1.5 mL Eppendorf tube was pre-weighed and chilled in a dry ice bucket for at least 5 min. Using a chilled petri dish and razor blade, a suitable piece of tissue was cut and transferred to the pre-chilled Eppendorf tube for weight measurement. Up to 30 mg of frozen mouse tissue was placed into a chilled petri dish on ice. One milliliter of cold HBU was added, and the tissue was chopped as recommended. The chopped tissue and HBU slurry were transferred to a Dounce homogenizer and incubated on ice to thaw for 5 minutes. The tissue was homogenized with up to 10 strokes of Pestle “A” on ice, followed by up to 20 strokes of Pestle “B”. The pestles were moved up and down without twisting and without pulling above the liquid-air interface.

One milliliter of the tissue slurry was aspirated using a wide-bore pipette tip. A 70 μm Flowmi cell strainer (VWR, cat# 10204-924) was pre-wet by dipping it into a 1.5 mL microtube containing HBU, and the slurry was slowly ejected into the microtube through the strainer. This step was repeated with a 40 μm Flowmi strainer (VWR, cat# 10032-802). The microtube was centrifuged at 500 g for 5 min at 4 °C. To prepare a density gradient, 400 μL of 40% OptiPrep was added to the bottom of a pre-chilled 2 mL Lobind microtube, and 400 μL of 30% OptiPrep was layered on top to form two distinct layers. After centrifugation, the supernatant (∼350–400 μL) was carefully removed without disturbing the pellet. The pellet was resuspended in 400 μL of HBU, mixed thoroughly with an equal volume of 50% OptiPrep to create 25% OptiPrep, and slowly layered on top of the density gradient. Finally, 100 μL of HBU was added on top of the OptiPrep/nuclei layer.

The sample was centrifuged at ∼3200 g for 20 min at 4 °C with the ramp and brake rates set to zero. Approximately 300 μL of liquid from the top layer was aspirated to create space for nuclei collection. Four hundred microliters of nuclei were collected from the 30–40% interface and diluted with 800 μL of HBU. To assess nuclei integrity, a microdot of SYBR Green I Nucleic Acid Gel Stain, 10,000x Concentrate (Thermo Fisher Scientific, cat# S7563) was added to 10 μL of the sample in a new 1.5 mL tube and loaded onto Countess Cell Counting Chamber Slides (Invitrogen, cat# C10228) for visualization. The isolated nuclei were pelleted by centrifugation at 500 × *g* for 5 min at 4 °C, resuspended in HBU, counted, and kept on ice until further processing.

### Optimization of nuclei preparation for each mouse tissue

As detailed above, modifications were made to the processing steps for each tissue type to optimize nuclei yield and quality, particularly up to the first centrifugation step. Generally, a chopping step was added prior to thawing tissues for lysis.

#### Lung

Due to the spongy texture of mouse lung tissue, 30 mg of frozen tissue was chopped for 5 min in a pre-chilled petri dish containing 1 mL of HBU on ice. The chopped tissue was immediately transferred to the Douncer and homogenized with 10 strokes using Pestle “A,” followed by 20 strokes with Pestle “B.” The yield for lung tissue was typically lower than other tissues, ranging from approximately 100,000 to 500,000 nuclei.

#### Pancreas

Thirty milligrams of frozen pancreas tissue was directly transferred into the pre-chilled Douncer without chopping. One milliliter of HBU was added, and the tissue was incubated on ice for 5 minutes to thaw. It was then homogenized with 10 strokes using Pestle “A,” followed by 5 strokes with Pestle “B.” The nuclei yield was approximately 1.5–2.5 million.

#### Heart

For heart tissue, 30 mg of frozen tissue was chopped on ice for 5 min and transferred to the Douncer. Homogenization was performed with 10 strokes using Pestle “A” and 12 strokes with Pestle “B.” The tissue slurry tended to form clogs and was passed through a 70 μm Flowmi filter. This filtration step, repeated as necessary, left debris on the upper surface of the 25% Iodixanol layer. The yield for heart tissue was typically 300,000 to 500,000 nuclei.

#### Kidney

Similar to the pancreas, 30 mg of frozen kidney tissue was added directly to the Douncer with 1 mL of HBU and incubated on ice for 5 min without chopping. Homogenization was performed with 10 strokes using Pestle “A” and 5 strokes with Pestle “B.” The nuclei yield was approximately 2–3 million.

#### Spleen

Spleen tissue was thawed in 1 mL of HBU on ice for 5 min in the Douncer without chopping. Homogenization involved 10 strokes with Pestle “A” and 6 strokes with Pestle “B,” yielding a high nuclei count of approximately 39 million.

#### Brain

For brain tissue, 30 mg of frozen tissue was thawed in 1 mL of HBU on ice for 5 min in the Douncer without chopping. Homogenization was performed with 10 strokes using Pestle “A” and 5–10 strokes with Pestle “B” until the slurry moved smoothly. The slurry was pipette-mixed 10 times with a wide-bore pipette tip and incubated on ice for 10 min. Approximately 300 μL of tissue slurry was passed through a 70 μm Flowmi filter at a time, using a new strainer for each pass. The nuclei yield was approximately 2–3 million.

#### Colon

Colon tissue was chopped for 3.5 min on ice, followed by a 1.5-min incubation on ice. Homogenization involved 10 strokes using Pestle “A” and 8 strokes with Pestle “B.” The nuclei yield was approximately 2–3 million.

#### Small Intestine

Small intestine tissue (30 mg) was chopped for 3 min on ice, followed by a 2-min incubation on ice. The tissue was homogenized with 10 strokes using Pestle “A” and 5 strokes with Pestle “B,” yielding approximately 2.5–3 million nuclei.

#### Liver

Liver tissue (30 mg) was thawed in 1 mL of HBU on ice for 5 min in the Douncer without chopping. Homogenization involved 10 strokes with Pestle “A” and 10 strokes with Pestle “B,” resulting in a nuclei yield of approximately 3 million.

### Single cell ATAC-seq protocol

scATAC-seq experiments were performed according to the Chromium Single Cell ATAC reagent kit v1.1 user guide (10x Genomics, CG000209 Rev F). Briefly, approximately 10,000 nuclei were mixed with ATAC Buffer (10x Genomics) and ATAC Enzyme (10x Genomics) to prepare the transposition reaction mix and incubated for 60 min at 37 °C. Transposed nuclei were mixed with a master mix and loaded onto a Chromium Next GEM Chip H along with barcoded gel beads and partitioning oil to generate single nucleus-containing GEMs using the Chromium Controller X. Upon GEM formation, gel beads were dissolved, and nucleotides were released inside individual GEMs to amplify 10x barcoded single-stranded DNA.

GEMs were incubated at 72 °C for 5 min and 98 °C for 30 s, followed by 12 cycles of 98 °C for 10 s, 59 °C for 30 s, and 72 °C for 1 min in a Bio-Rad C1000 Touch thermal cycler. Recovery Agent (10x Genomics) was added to each sample and mixed gently by inversion to break the GEMs. The pooled DNA fractions were purified using Dynabeads MyOne SILANE, washed twice with 80% ethanol, and resuspended in elution solution containing Buffer EB, 0.1% Tween 20, and 1% reducing agent B. The supernatant was mixed with SPRIselect reagent beads for a second cleanup.

Purified DNA was mixed with Sample Index PCR Mix and indexed using the Single Index Kit N Set A (10x Genomics, 3000427). Libraries were constructed under the following PCR conditions: 98 °C for 45 s, followed by 10 cycles of 98 °C for 20 s, 67 °C for 30 s, and 72 °C for 20 s, with a final extension at 72 °C for 1 minute. Libraries were subjected to a double-sided size selection with SPRIselect reagent and underwent QC on the Agilent Bioanalyzer High Sensitivity DNA chip to determine fragment size distribution. The average size of the library was quantified using the KAPA Library Quantification Kit for Illumina Platforms for sequencer clustering. The thermal cycling protocol included 95 °C for 3 min, followed by 30 cycles of 95 °C for 5 s and 67 °C for 30 s. Libraries were sequenced on an Illumina NovaSeq-6000 machine using a high-output flow cell with 50 bp paired-end reads, under the following sequencing conditions: 50 cycles (read 1), 8 cycles (i7 index), 16 cycles (i5 index), and 50 cycles (read 2).

### Single cell ATAC-seq analysis

#### Pre-processing of scATAC-seq data

Initially, FASTQ files generated from the scATAC-seq experiments were aligned to the mouse reference genome (mm10) using the STAR aligner (version 2.7.9a)^14^. Post-alignment, the aligned reads were processed using Cell Ranger ATAC-Seq v1.1.0 (10x Genomics)^15^. This tool was used to perform several steps, including de-duplication of reads to remove PCR duplicates and filtering of barcodes to retain only those associated with high-quality cells. The default parameters of Cell Ranger ATAC-Seq were utilized during this process to maintain consistency and reproducibility. Next, the processed scATAC-seq data were imported into the ArchR framework (version 1.0.1)^16^. Within ArchR, Arrow files were created from the scATAC-seq fragments using the *createArrowFiles* function. These Arrow files serve as a compact representation of the scATAC-seq data and include essential metadata and QC metrics. The fragment file was subsequently read into ArchR as a tile matrix, with a genome binning size set to 5 Kb. QC measures were applied to filter out low-quality cells, with organ-specific thresholds accounting for tissue-specific differences in TSS enrichment and fragment distributions. Specifically, cells with fewer than 1000 fragments and a transcription start site (TSS) enrichment score below 4 were excluded from further analysis, with adjustments made per tissue to ensure comparable data quality across organs. Additionally, to identify and remove potential doublets, the *addDoubletScores* function in ArchR was used. This function employs a k-nearest neighbors (KNN) approach (*K* = 10) to detect doublets based on the similarity of their accessibility profiles.

#### Dimensionality reduction, batch correction, clustering, and visualization

Following the creation of Arrow files, the next steps involved normalization and dimensionality reduction. To begin with, iterative Latent Semantic Indexing (LSI) was employed for dimensionality reduction. We conducted a total of 4 iterations of LSI, utilizing a resolution of c(0.1, 0.2, 0.4), selecting 65,000 variable features, and considering 30 dimensions while sampling 10 cells. Batch correction was performed using the Harmony algorithm implemented in ArchR via the *addHarmony* function, with a correlation cut-off parameter (corCutOff) set to 0.75^17^. Subsequently, clustering of the cells was performed using the *FindClusters* function from the Seurat package, which is integrated into ArchR through the *addClusters* function^18^. The clustering parameters were set as follows: k.param = 30, resolution = 1, and maxClusters = 60. These settings were chosen to balance between capturing fine-grained cell types and maintaining computational efficiency. To visualize the clustering results, Uniform Manifold Approximation and Projection (UMAP) was employed^19^. The parameters for UMAP embedding were adjusted to nNeighbors = 40, metric = cosine, and minDist = 0.5 to ensure distinct clustering across all samples. The entire data set clustered, and a total of 50 distinct clusters were identified and color coded in the UMAP. Subsequently, these clusters were the basis for cell type annotation. Contour plots were generated using the scDATAviz package to illustrate cell distribution across the UMAP space, with contour lines calculated using 50 bins to visualize regions of high and low cell density^20^.

#### Identification of marker genes

Initially, the resulting clusters were divided into groups based on the cells’ gene activity scores. These scores were derived using the *addGeneScoreMatrix* function in ArchR, which computes gene activity based on the accessibility of regions near gene bodies. The parameters for this function included testMethod = “wilcoxon” to perform a Wilcoxon rank-sum test and cutOff = “FDR < = 0.01 and Log2FC ≥ 1.25”. To visualize the gene activity scores, we generated dot plots illustrating the percentage of cells with active gene markers and the relative gene activity levels, highlighting the top features with the highest values for each cell type. For further refinement and visualization, we used the *addImputeWeights* function in ArchR to impute missing values, improving the accuracy of gene activity scores across cells. The markers were then visualized in the UMAP space using the *plotEmbedding* function, which projects the gene activity scores onto the UMAP coordinates. Additionally, the *plotBrowserTrack* function was utilized to visualize the markers on a genomic track plot.

#### Cell type annotation

For the annotation of cell types within the single-cell ATAC-seq datasets from nine mouse tissue types, we employed a multi-step approach integrating computational tools and manual confirmation using reference databases. The *addGeneScoreMatrix* function in ArchR was used to calculate gene activity scores, which were then used to generate DotPlots for visualizing the top marker genes for each cluster. The preliminary cell type annotation was performed by comparing the identified marker genes with known cell type markers available in Mouse Cell Atlas (MCA) database^21^. This step provided an initial classification of the cell clusters into various cell types. The annotations were further refined by integrating the scATAC-seq data with reference datasets from Tabula Muris and PanglaoDB^22,23^. We used the SingleCellExperiment and Seurat packages in R to integrate our data with these reference databases. By projecting our UMAP embeddings onto the reference datasets, we confirmed and adjusted our initial annotations to match the well-established cell types in these databases. Following the reference-based annotations, manual confirmation was performed, and any discrepancies or uncertainties were resolved through iterative reviews and adjustments.

#### Marker peaks identification

To identify marker peaks within the scATAC-seq data, we followed ArchR workflow to detect peaks associated with specific cell types.

The peak matrix was generated using the *addPeakMatrix* function in ArchR. This step creates a matrix of chromatin accessibility peaks across all cells in the dataset. The process was configured to include the ArchR project, with a ceiling value set to 4 to cap outliers.

Marker peaks were identified using the *getMarkerFeatures* function, which operates on the generated peak matrix. This function detects peaks that are differentially accessible across the predefined clusters. The dataset was divided into 28 clusters, reflecting the different cell types identified in the previous steps. The statistical significance of the identified marker peaks was assessed using the Wilcoxon rank-sum test, implemented within the *getMarkerFeatures* function. We employed a cut-off of “FDR ≤ 0.1” and “Log2FC ≥ 0.5”. The *markerHeatmap* function was used to visualize the marker peaks. Marker peaks corresponding to each cell type were extracted from the peak matrix for further analysis.

#### Pathway enrichment analysis

To gain insights into the biological significance of the identified marker peaks, we conducted gene ontology (GO) enrichment analysis for each cell type.

We first annotated the genomic regions around the TSS of marker peaks, extending from −3000 to +3000 bp. This was performed using the *annotatePeak* function from the ChIPseeker package, which leverages organism-specific and biological process databases to assign functional annotations to each peak^24^.

GO enrichment analysis was carried out using the clusterProfiler package^25^. For each cell type, marker peaks were grouped into peaksets, and GO enrichment analysis was performed to identify overrepresented GO terms. The results of the GO enrichment analysis were represented using bar plots, which highlight the top-enriched pathways.

#### Comparative analysis of cell type similarities

To visualize the similarities between different cell types, we generated a heatmap using the Jaccard similarity index and the ComplexHeatmap package^26^. This approach provides a comprehensive comparison of chromatin accessibility patterns across various cell types.

The Jaccard similarity index between data points was calculated to measure the degree of overlap between chromatin accessibility peaks across cell types. A similarity matrix was constructed from the computed Jaccard indices, where higher values indicate greater similarity between cell types.

The similarity matrix was visualized using the ComplexHeatmap package. The *Heatmap* function from the ComplexHeatmap package was used to create the heatmap, with rows and columns representing different cell types. The color intensity in the heatmap corresponds to the Jaccard similarity scores, enabling the identification of cell types with overlapping chromatin accessibility profiles.

#### Motif enrichment analysis

Motif enrichment analysis was performed to identify transcription factor binding motifs that are significantly enriched in the chromatin accessibility peaks associated with specific cell types.

The *addMotifAnnotations* function from ArchR was employed to annotate motifs in the peak regions. Default settings were used for this function, with the parameter motifSet set to “cisbp” and name set to “Motif”. Following motif annotation, motif enrichment analysis was conducted using the *peakAnnoEnrichment* function in ArchR. To obtain statistically significant results, a stringent cut-off was applied: “FDR ≤ 0.1” and “ Log2FC ≥ 0.1”.

#### Metacells identification and analysis

To identify and analyze metacells within our scATAC-seq datasets, we employed the SEACells package (v0.3.3) in a Python 3.11.7 environment^27^. This approach helps in capturing the heterogeneity within cell populations by grouping similar cells into metacells, which can then be analyzed for shared regulatory features. All metadata from the ArchR object was extracted and converted into an AnnData object using the Scanpy package (v1.8.2)^28^. Prior to metacell identification, we applied singular value decomposition (SVD) to the scATAC-seq matrix. This yielded a dimensionally reduced matrix, which was used for kernel construction. A SEACells instance was initialized with the following parameters: 90 metacells (n_SEACells), 10 waypoint eigenvalues (n_waypoint_eigs) for initialization, and a convergence tolerance (convergence_epsilon) of 1e-5.

The kernel matrix (M), capturing cell-cell similarities, was constructed based on the preprocessed data. This matrix was then visualized using a heatmap to assess the similarity structure within the dataset. Model archetypes were initialized using the *model.initialize_archetypes* function. The model underwent iterative fitting (fit), with a minimum of 10 iterations (min_iter = 10) and a maximum of 50 iterations (max_iter = 50), to refine the archetypes and assign cells to metacells. Additional refinement steps (step, 5 iterations) were performed. For similarity analysis, cell type data along with their assigned metacell numbers were extracted from the dataset containing all samples in the AnnData format. Pearson correlation was computed for each cell type and its corresponding metacells to quantify the similarity between cell types and metacell clusters.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Results

### Identification of distinct cell types within various tissues based on their unique chromatin accessibility patterns

Single-cell transcriptomics has revolutionized our ability to profile gene expression dynamics across various tissues. Despite these advances, a detailed understanding of the interaction between transcription factors and cis-regulatory elements remains elusive. To address this gap, we produced comprehensive chromatin accessibility profiles for nine mouse tissues using single-cell ATAC sequencing.

Our analysis covered a total of 51,248 cells from frozen tissues, using a modified 10x Genomics protocol (Fig. 1A). 

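The data are 9 single-cell ATAC-seq libraries, 1 from each of the brain, colon, heart, kidney, liver, lung, pancreas, small intestine and spleen, with 51704 barcodes in all. No tissue has a replicate, so what sets a tissue apart cannot be separated from what sets its library apart. Each library was used as the deposited matrix of raw counts of Tn5 cut sites per barcode, in peaks that the authors called in that library alone on mm10. Total counts were 30741685 in the heart, 46018242 in the brain, 57063749 in the kidney, 58604494 in the pancreas and 61329295 in the lung. They were higher in the colon (122956640), the liver (129232233), the spleen (151893202) and the small intestine (182318302). From these matrices, barcodes with at least 1000 counts were taken, predicted doublets were removed, and the remaining 45096 cells were clustered within each library after latent semantic indexing. The 124 clusters were named from lists of marker genes fixed before the data were examined, and 21 of them, with 2522 cells, stayed unnamed. The rule that turns markers into a name was set after the clusters had been seen, and the names are rebuilt ones: hepatocyte-like cells, for example, are those of clusters with high accessibility at hepatocyte markers, and they need not be the cells that the authors gave that name. The level of a gene in a class is the count in called peaks that overlap the gene body or the 5000 bp upstream of it, summed over the cells of the class and given as CPM of the counts of the class in peaks, or of its counts in the regions called in all libraries where organs are compared. A wide peak counts for every gene that it overlaps, and a gene without a called peak in a library has no value there. Genes at least 2-fold above or below the other cells of the library were called higher or lower. Cells are not replicates, so no p-value was computed between cells, and the 95% intervals, exact Poisson for levels and ratios and exact binomial for shares, cover counting error only, with 2 cut sites taken as 1 fragment.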

In this study, we optimized experimental method for the nuclei isolation and processing of mouse frozen tissues in various tested organs. A detailed experimental method for tissues from which nuclei were isolated and processed is described in the methods section, and additional details are provided in the supplementary material (Supplementary Data 1 and Supplementary Information—Table 1). Quality control metrics, including cell count, nucleosome pattern, read depth, and fraction of reads overlapping peaks, were thoroughly evaluated to ensure sample integrity. The profiled cell counts per tissue varied, with the liver at 3090 and the small intestine at 8242 (Fig. 1B). 

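The liver library held the fewest barcodes, 3090, and the small intestine the most, 8242. The heart held 6673, the brain 6660, the colon 6561, the kidney 5318, the spleen 5215, the pancreas 4987 and the lung 4958 barcodes. Depth per barcode did not follow these numbers. The liver, with the fewest barcodes, had the highest median, 38680.5 counts in peaks per barcode, and the heart the lowest, 3310 (quartiles 1853 and 5992). Medians were 5116 in the brain, 8284 in the kidney, 9712.5 in the lung, 10311 in the pancreas, 18010 in the colon, 20888 in the small intestine and 25815 in the spleen. Barcodes of low count were most frequent in the colon, where the lower quartile was 1741 counts and 5155 of the barcodes reached 1000 counts. Every barcode of the liver and of the pancreas reached that number.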

All samples displayed nucleosome patterns, with the median peak read fraction of 0.42. We also assessed mean reads per cell, unique reads for each tissue, and tissue-specific TSS enrichment scores, all of which fell within optimal ranges Supplementary Figs. 1A–D). Our examination of the nine tissues revealed unique chromatin accessibility signatures for each organ (Fig. 1C and Supplementary Fig. 1E), demonstrated through UMAP visualizations where distinct cell populations were color-coded by tissue. 

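The colon and the small intestine had the most similar sets of accessible regions, and the brain and the liver were among the least similar. The colon and small intestine shared 65.2% of their peaks, counted as peaks with at least 1 bp of overlap, and their base-pair Jaccard index was 0.449. The heart and the lung came next, with 56.2% of peaks shared and an index of 0.384. The brain and the liver shared 30.1% of their peaks, with an index of 0.143. The authors called from 51415 peaks in the pancreas to 162764 in the liver, and the merged peaks of all libraries make 312072 regions. Of these, 195143 were called in 1 library and 16362 in all 9. In the liver 51.5% of the peaks, and in the brain 35.2%, overlapped no peak of another library, against 8.79% in the pancreas and 11.3% in the heart. The number of peaks called may depend on depth and on the number of cells, which was not tested. A reciprocal overlap of at least 50% lowers the shares of these pairs to 38.4%, 35.0% and 14.6%. The liver and pancreas are then lowest at 14.2%.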

Tissue-specific accessible regions and their associated genes were identified for each tissue (Supplementary Fig. 1F, G and Supplementary Data 2). 

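Acinar-like cells, which make the digestive enzymes of the exocrine pancreas, made up 85.1% of the pancreas library (95% interval 84.0 to 86.1; 4031 of 4738 cells). The rest of the pancreas were ductal-like (151 cells), endocrine-like (147 cells) and macrophage-like cells (116 cells) and 293 cells without a name. Hepatocyte-like cells, the metabolic cells of the liver, made up 68.7% of the liver library (67.1 to 70.4; 2059 of 2995 cells), beside 136 endothelial-like and 47 macrophage-like cells. Another 753 cells of the liver, 25.1%, had no name, and 576 of them form a cluster of low depth whose best match was the hepatocyte. Diversity was measured as the number of equally frequent classes that would give the same Shannon entropy, with unnamed cells as a further class. It was 1.86 in the pancreas and 2.25 in the liver, the lowest values of the 9 libraries, and their order reversed at a minimum of 3000 counts, without removal of predicted doublets (1.57 in the liver) and at a cluster resolution of 0.5. The liver value and the order of pancreas and liver depend on the unnamed cells, 25.1% of the liver. Counted over clusters in place of classes, diversity was 2.02 in the pancreas and 4.99 in the liver, again the lowest values.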

We noted that some tissues, such as the liver and pancreas, exhibited more uniform chromatin accessibility across cells, suggesting a homogenous cell population. In contrast, organs like the heart showed greater cell type diversity (Fig. 1D). 

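The heart library held 7 named classes and no dominant one. Endothelial-like cells were the largest class (31.0%, 95% interval 29.8 to 32.2), followed by fibroblast-like cells (1252 cells), cardiomyocyte-like cells (927 cells) and pericyte- or smooth muscle-like cells (470 cells). Immune classes were also present, with 425 B cell-like, 413 macrophage-like and 271 T cell-like cells among the 5702 cells of the heart. The effective number of classes was 6.25 in the heart, and a higher value, 8.47, was found in the lung, whose largest class, alveolar type II-like cells, held 25.1% of the cells. The kidney followed at 4.76, the small intestine at 3.67, the brain at 3.39, the spleen at 2.80 and the colon at 2.47. These values also count unnamed cells as a further class, which held 13.6% of the colon cells. Without removal of predicted doublets the small intestine (6.13) came above the kidney (4.81), and the colon (3.20) above the spleen (2.72). Over clusters, which do not depend on names, the heart came at 8.91, below the lung (12.7) and also below the small intestine (12.9), the brain (12.3), the spleen (11.9), the kidney (11.2) and the colon (10.4). When barcodes needed at least 3000 counts, fibroblast-like cells (25.1%) and cardiomyocyte-like cells (23.8%) of the heart exceeded endothelial-like cells (19.1%).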

By clustering cells based on their chromatin accessibility and annotating these clusters, we identified 28 major cell types across the nine tissues. While some cell types were unique to specific tissues, stromal cells, including endothelial cells, macrophages, and fibroblasts, were common across multiple tissues (Fig. 1E). 

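Macrophage-like cells were found in 7 of the 9 libraries, with microglia-like and alveolar macrophage-like cells counted among them. Endothelial-like cells were found in 4 and fibroblast-like cells in 2. No liver cluster was named macrophage-like without removal of predicted doublets or at a minimum of 3000 counts. The paper counts endothelial cells and fibroblasts in all 9 tissues, in some of them few. Of the 1636 fibroblast-like cells, the connective tissue cells that secrete collagen, 1252 came from the heart and 384 from the lung. T cell-like and B cell-like cells were each found in 4 libraries, those of the heart, lung, small intestine and spleen. Goblet-, enterocyte- and stem- or progenitor-like cells were found in both the colon and the small intestine. Epithelial and parenchymal classes, such as hepatocyte- and neuron-like cells, were considered in their own organ alone, so whether they are unique to it was not tested. In the colon, 193 cells of low depth that matched the endothelial markers best were kept out, because none of those markers was among the 10 leading genes of the cluster.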

The composition of each cell type by tissue of origin, along with the number of cells annotated per cell type, is detailed in Fig. 1F.

**Fig. 1:**
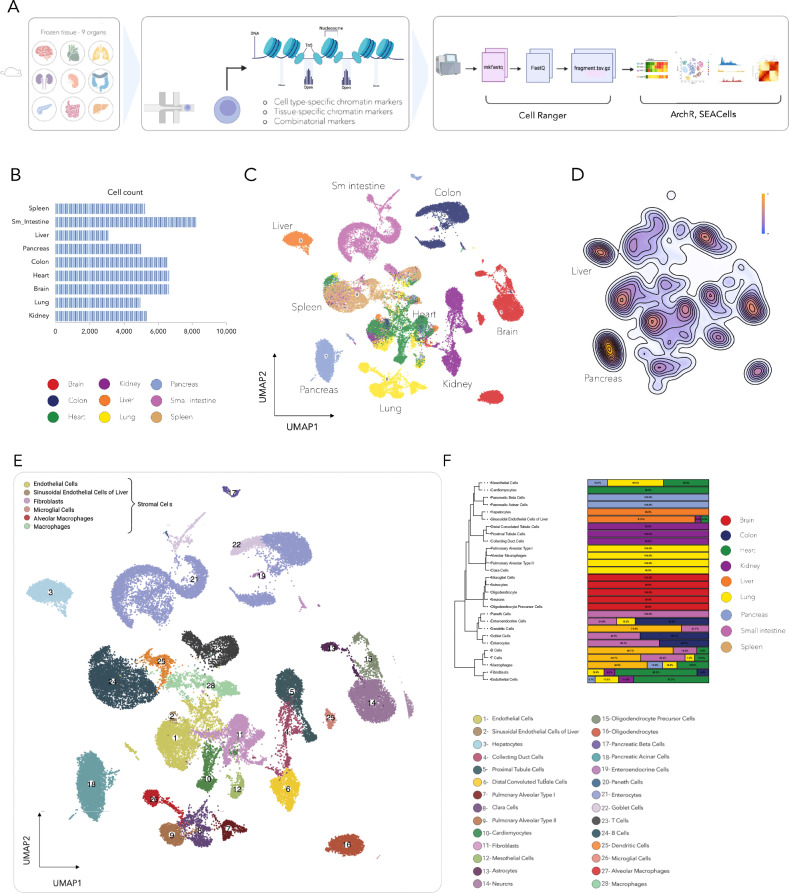
Chromatin accessibility landscapes reveal organ-specific signatures. **A** Overview of the study design, including tissue collection, nuclei isolation, single-cell ATAC-seq, and downstream analysis workflows. Single nuclei were isolated from fresh-frozen tissue using protocol optimized for each tissue type, followed by 10X genomics single cell ATAC-seq protocol. *Created with BioRender.com*. **B** Total number of cells profiled per organ across nine murine tissues. **C** UMAP visualization of chromatin accessibility profiles from nine tissues, with cells color-coded by tissue type. **D** Density plots of cell clusters within tissues, distinguishing homogeneous from heterogeneous cell populations. **E** Annotation of 28 distinct cell types across all tissues, highlighting shared and unique stromal populations. **F** Stacked bar plot showing tissue composition for each cell type.

To contextualize our findings within existing literature, we compared our 28 annotated cell types to previously published datasets, including Mouse Cell Atlas^21^, Tabula Muris^29^, and mouse sci-ATAC-seq atlas^30^. The majority of our identified cell types overlap with those reported in these comprehensive references, confirming the robustness of our annotation approach. Our contribution is not primarily the discovery of novel cell types, but rather providing detailed chromatin accessibility profiles for known cell types within a unified experimental framework. This enables direct cross-tissue comparison of chromatin states and tissue-specific regulatory elements, which has not been previously available at this scale. A comparison of cell type annotations across datasets is provided in Supplementary Information – Table 2.

These findings highlight the diversity of chromatin accessibility patterns across different tissues. The identification of shared stromal cell types across tissues provides a foundation for understanding their roles in tissue-specific contexts and inter-organ interactions.

### Interplay between tissue-specific and cell type-specific chromatin accessibility patterns

Cell type-specific chromatin accessibility refers to the chromatin configuration unique to a particular cell type, regardless of the tissue in which it resides^31^. Tissue-specific chromatin accessibility reflects the collective epigenetic state of these different cell types and is influenced by the tissue microenvironment, including factors like cell-cell interactions, extracellular matrix composition, and local signaling molecules^32^. These two levels of chromatin accessibility play crucial roles in determining gene expression profiles and cells' function within the context of a tissue.

To identify features that can distinguish various cell types, we performed clustering on the statistically significant chromatin accessible regions across all the tissues. Based on the analysis of highly variable peaks, we are able to identify unique chromatin accessible features in each of the annotated cell types (Fig. 2A). The number of differentially accessible peaks per cell type is provided in Supplementary Fig. 2A and Supplementary Information – Table 3. The same approach has been taken at the tissue level, and highly variable peaks were identified for each of the studied tissue types, and significant features were utilized to extrapolate expression of associated genes in these tissue types (Supplementary Fig. 1F, G and Supplementary Data 2). Gene Ontology (GO) term analysis performed on the annotated cell types could also provide further confirmation on the identity of these cell types and show key pathways that are being regulated in each of the cell types. Figure 2B represents three selected cell types and highly ranked biological pathways in those specific cells. Pathways that have been regulated in T cells are represented as part of immune cell signature within all tissues. 

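Genes of T cell receptor signaling and activation were more accessible in T cell-like cells than in the other cells of each of the 4 libraries that held this class. Of 30 listed genes, 28 of 29 with a called peak were at least 2-fold higher in the small intestine (418 cells) and 24 of 30 in the spleen (940 cells). In the heart (271 cells) and in the lung (124 cells) 16 of 22 were higher. The lower members were Lcp2 in the heart and Themis in the lung, each with a count of 0 in the T cell-like cells. In the heart Txk, a tyrosine kinase downstream of the T cell receptor, had the largest ratio, 51.1 (95% interval 28.5 to 94.8). In the lung the ratios of Satb1, Il7r and Cd3d were 10.6, 8.85 and 8.60. In the small intestine Thy1 reached 62.1, the costimulatory receptor Icos 54.8 and Themis 50.5, and in the spleen Cd8b1 reached 14.9, Themis 14.8 and Bcl11b 14.6. The median of the list lay at the 100th percentile of 10000 random gene lists matched for mean level in every library. Some members also serve to name the class, and without them 9 of 13 genes were higher in the heart, 9 of 12 in the lung, 16 of 17 in the small intestine and 13 of 18 in the spleen. Over promoters alone, from 2000 bp upstream to 1000 bp downstream of the start site, 9 of 12 genes were higher in the heart and 7 of 11 in the lung.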

Top-ranked upregulated pathways are also shown for the brain neurons as well as endothelial cells across multiple tissues. 

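Genes of synapse organization and membrane potential were more accessible in the 3228 neuron-like cells than in the other cells of the brain. Of the 30 listed genes 23 were at least 2-fold higher and none was lower, and 17 were higher without removal of predicted doublets, where the median ratio was 2.16 in place of 4.52. Grin2a, a subunit of the NMDA receptor, had the largest ratio, 26.8 (95% interval 20.8 to 35.2), followed by Shank3, a scaffold of the postsynaptic density (9.81, 7.57 to 12.9). The ratio of the AMPA receptor subunit Gria1 was 9.58. Genes of endothelial migration and angiogenesis were higher in endothelial-like cells of each library that held them, with 26 of 30 at least 2-fold higher in the kidney, 25 in the lung, 23 in the liver and 22 in the heart, and none lower. Tie1, a receptor tyrosine kinase of vascular endothelium, led in the kidney with a ratio of 387 (188 to 924), in the lung with 47.1 (33.7 to 66.9) and in the heart with 13.3 (9.88 to 18.3). In the liver the transcription factor Sox18 led with 32.4 (18.7 to 54.7), followed by the adhesion molecule Cdh5 (28.7), Tek (24.4) and the Notch ligand Dll4 (22.5). Both lists lay at the 100th percentile of the random lists. Without the genes that also name the classes, 20 of 27 genes were higher in neuron-like cells, and 12, 16, 13 and 15 of 20 were higher in endothelial-like cells of the heart, kidney, liver and lung.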

GO terms for the rest of cell types are shown in Supplementary Fig. 2B.

**Fig. 2:**
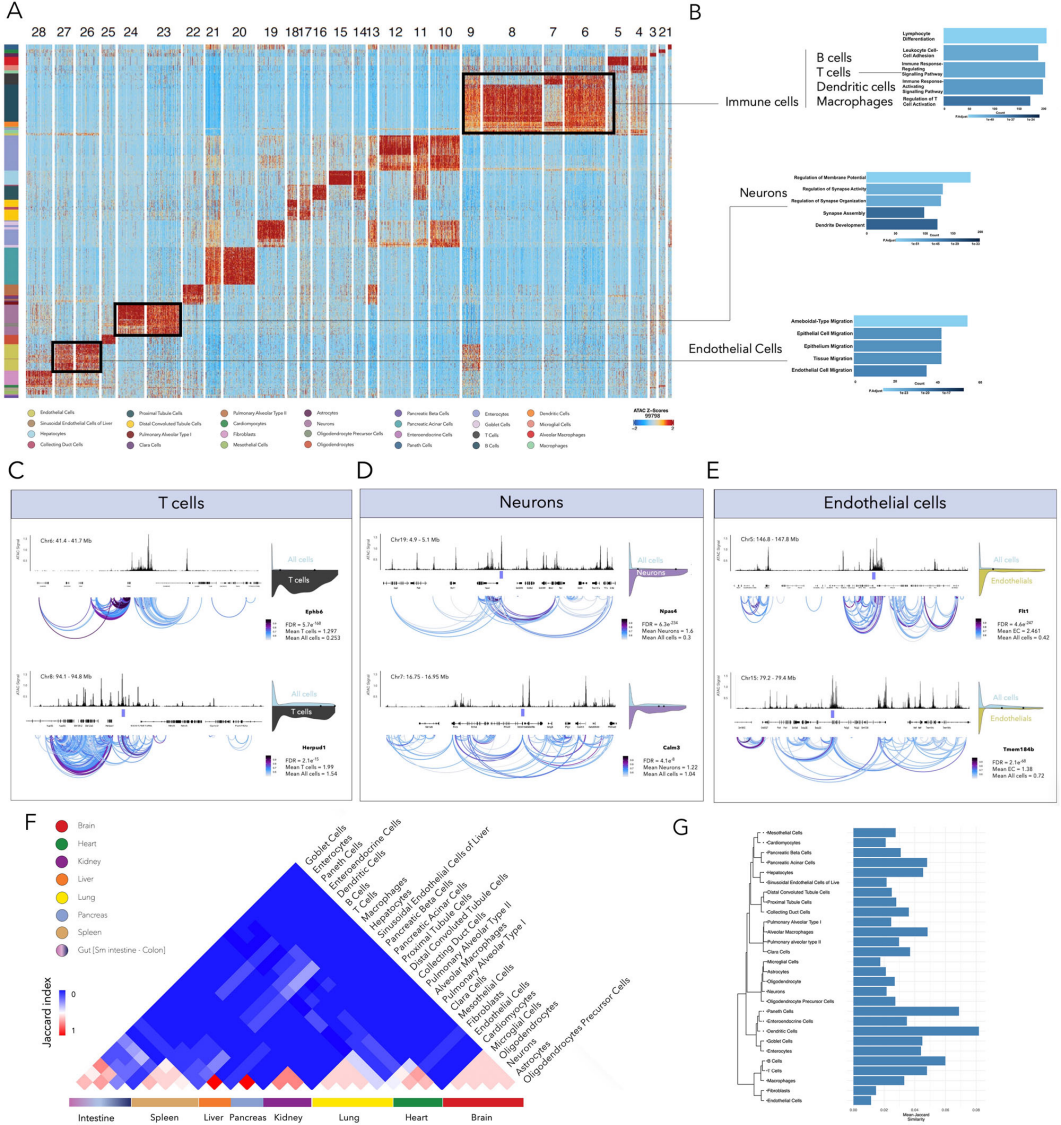
Tissue-specific and cell type-specific chromatin accessibility interplay. **A** Heatmap showing cell type-specific chromatin accessibility features. **B** Gene ontology (GO) enrichment analysis of selected cell types, illustrating pathways associated with T cells, neurons, and endothelial cells. Chromatin accessibility peaks linked to genes defining cell type function. Examples include Ephb6 and Herpud1 for T cells (**C**), *Npas4* and *Calm3* for neurons (**D**), and *Flt1* and *Tmem184b* for endothelial cells (**E**). **F** Heatmap of Jaccard similarity indices across annotated cell types, demonstrating higher accessibility similarity within tissues compared to across tissues, reflecting an overarching organ-specific signature in cell types of each tissue. **G** Bar plot showing the mean intra-cell-type Jaccard similarity of accessible chromatin regions for each annotated cell type. Stromal cell types shared across multiple organs show lower intra-cell-type similarity compared to organ-specific cell types.

To investigate the functional relevance of chromatin accessibility patterns, we began by examining globally variable accessible regions across all cell types to identify key regulatory elements driving cell-type-specific functions. From this global analysis, we focused on the top 50 highly variable accessible regions, selecting representative regions for detailed exploration. We sought to determine how chromatin accessibility at these regions correlates with predictive gene expression patterns, as inferred from gene activity scores. By zooming into these regions, we identified significant regulatory elements and their adjacent genes, whose expression patterns highlight their roles in defining cellular identity and function. For each of the three selected cell types: T cells, neurons, and endothelial cells, we present two representative regions and the associated genes, demonstrating how chromatin accessibility influences gene expression and contributes to the biological roles of these cell types. Figure 2C shows identified highly accessible regions in T cells in the close vicinity of *Ephb6* and *Herpud1* genes, which underscores their significant roles in T cell function and the broader immune response. 

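Ephb6, an Eph family receptor, was more accessible in T cell-like cells of all 4 libraries that held them, and Herpud1, a component of the endoplasmic reticulum stress response, was at a similar level in T cell-like cells and in the other cells. Ephb6 lies on chromosome 6 of mm10 from 41605482 to 41620509. Its level was 13.2 times that of the other cells in the small intestine (95% interval 10.7 to 16.3; 48.5 against 3.68 CPM) and 7.71 times in the spleen (6.71 to 8.86; 44.5 against 5.78). The ratio was 3.33 in the heart (2.07 to 5.12) and 2.00 in the lung (1.03 to 3.54), where it rests on 24 counts. Herpud1 lies on chromosome 8 from 94386438 to 94395377 and reached 101 to 181 CPM in T cell-like cells. Its ratio was 1.50 in the lung (1.16 to 1.90), 1.31 in the small intestine (1.17 to 1.48), 1.16 in the heart (0.911 to 1.47) and 0.951 in the spleen (0.898 to 1.01). By the 2-fold rule Ephb6 was higher in T cell-like cells of each library and Herpud1 in none. Among barcodes of at least 3000 counts, 2 of the 8 pairs of a gene and a library were 2-fold higher.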

Ephb6 influences T cell development and function, including thymocyte maturation and receptor signaling^33^. Herpud1, critical for maintaining ER homeostasis, supports T cell activation and survival during proliferation and differentiation^34^. 

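Npas4, an activity-dependent transcription factor, was more accessible in neuron-like cells than in the glia and other cells of the brain library, and Calm3, one of the genes that encode calmodulin, differed less than 2-fold between them. Npas4 lies on chromosome 19 of mm10 from 4984355 to 4990316. Its level was 194 CPM in the 3228 neuron-like cells (95% interval 187 to 201) and 15.2 in the other cells of the brain, a ratio of 12.7 (10.0 to 16.4) that fell to 2.76 among barcodes of at least 3000 counts. It also fell more than 2-fold without removal of predicted doublets, where the other cells were at 57.3. Calm3 lies on chromosome 7 from 16915379 to 16924114. It reached 174 CPM in neuron-like cells (168 to 181) and 232 in the other cells, a ratio of 0.751 (0.699 to 0.808). The peaks at Calm3 were thus open in neuron-like cells at a level close to that of Npas4, and open in the other cells as well.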

In neurons, highly accessible regions were identified near *Npas4* and *Calm3*, highlighting their regulatory importance. *Npas4*, located on chromosome 19, plays a critical role in neuronal gene expression and synaptic plasticity^35^, with chromatin loops suggesting extensive regulatory interactions. Calm3, on chromosome 7, is involved in calcium signaling and synaptic processes (Fig. 2D)^36^. These regions underscore key regulatory elements linked to neuronal function. Highly accessible regions near *Flt1* and *Tmem184b* were identified in endothelial cells, suggesting their roles in angiogenesis and vascular development across tissues. 

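Flt1, a receptor for vascular endothelial growth factors, was several-fold more accessible in endothelial-like cells of every library that held them, and Tmem184b, a transmembrane protein gene, was 2-fold higher in the kidney alone. Flt1 lies on chromosome 5 of mm10 from 147561604 to 147726011. Its ratio to the other cells was 12.2 in the kidney (95% interval 10.0 to 14.8), 7.88 in the heart (7.05 to 8.81), 6.59 in the lung (5.77 to 7.51) and 5.63 in the liver (4.45 to 7.04). Flt1 is also among the markers that name the endothelial class, so its ratio is not independent of the name. Tmem184b lies on chromosome 15 from 79360684 to 79403569 and does not name any class. Its ratio was 3.08 in the kidney (2.58 to 3.66), 1.52 in the heart (1.44 to 1.62), 1.44 in the lung (1.36 to 1.53) and 0.986 in the liver (0.820 to 1.18). The level of Tmem184b in endothelial-like cells was highest in the lung, at 728 CPM, where the other cells were also high, at 505.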

*Flt1*, a VEGF receptor, is essential for endothelial cell proliferation and migration^37^, while *Tmem184b* is implicated in vascular development (Fig. 2E)^38^. In Fig. 2C–E, we included gene activity score plots for nearby genes associated with the detected accessible regions, which also exhibited high gene activity scores. Supplementary Fig. 2C provides a comprehensive collection of these plots for each of the representative genomic spans, including a comparison of the mean gene activity scores for each cell type with the mean scores across all analyzed cells.

Although cell types are revealed to have a unique set of chromatin accessibility features that make them distinguishable from one another, investigating genome-wide chromatin accessibility similarities across all 28 annotated cell types shows that cell types that belong to one specific organ have a higher overall level of similarity compared to cells from different organs. 

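Cell classes of one organ were more alike than classes of different organs in each of the 9 libraries. The mean Jaccard index of accessible regions was 0.827 between classes of the same library and 0.755 between classes of different libraries, a mean difference of 0.0723 (SD 0.0317, n = 9 libraries; p = 0.0039 in an exact 2-sided sign-flip test over libraries, the smallest p that 9 libraries allow). The difference was largest in the spleen (0.135), whose classes are all immune cells, and in the colon (0.110), whose classes are all epithelial. It was smallest in the pancreas (0.0395) and in the brain (0.0417). Over all merged regions the mean difference was 0.137, and it was then smallest in the lung (0.0792). Without removal of predicted doublets the difference was largest in the colon (0.161), above the spleen (0.138). Stromal classes were also closer to other classes of their own organ than to other classes of other organs, such as 0.834 against 0.764 for endothelial-like cells of the heart, except microglia-like cells (0.721 against 0.725). That exception did not hold over all merged regions (0.490 against 0.473) or without removal of predicted doublets (0.743 against 0.734). Endothelial-, fibroblast- and macrophage-like cells were about as similar to the other classes of their own organ (0.817) as to the same class in other organs (0.813), with a mean difference of 0.0039 (SD 0.0464, n = 8 libraries; exact sign-flip p = 0.859) that turned negative without the liver (-0.0056) or without the spleen (-0.0057). In the heart, fibroblast-like cells had an index of 0.824 with other heart classes and of 0.849 with lung fibroblast-like cells, and in the spleen, macrophage-like cells had 0.902 with other spleen classes and 0.815 with macrophage-like cells elsewhere. The comparison took the 16362 regions called in every library, and classes of 1 library share that library's preparation and depth as well as their organ. The 9 differences also share pairs of classes, so they are not independent and the test does not account for that. From the higher similarity within organs, the paper concludes that tissue type adds a layer of epigenetic regulation to that of the cell type.

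**Figure D1:**
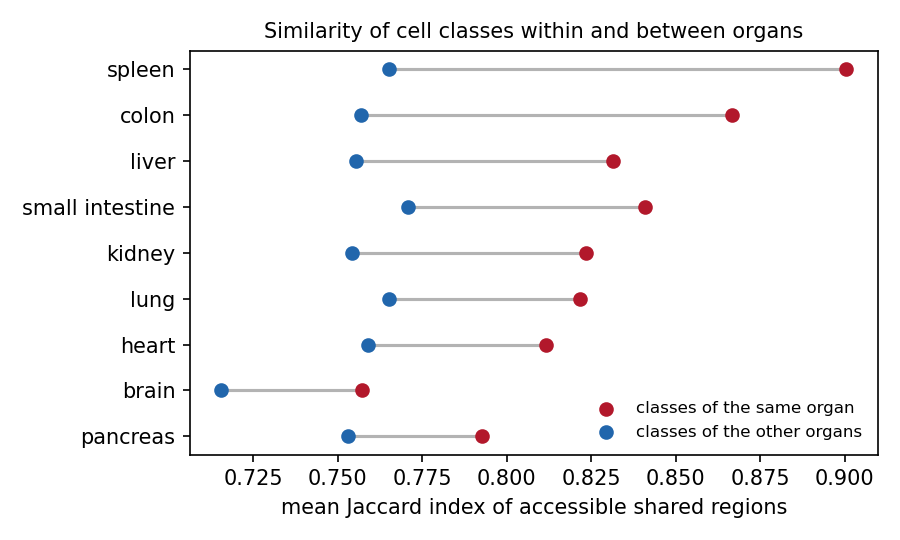
Mean Jaccard index of accessible regions between cell classes of the same library and between classes of different libraries, for each of the 9 organs. The within-organ value lies above the between-organ value in every organ, with the widest gap in the spleen (0.135) and the narrowest in the pancreas (0.0395).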

Figure 2F shows a heatmap of Jaccard similarity index calculated and plotted for all 28 cell types. We observed that, with the exception of the colon and small intestine, which contain cell types with overlapping accessible chromatin features that make it challenging to distinguish between these tissues, the remaining organs studied exhibited distinct chromatin accessibility patterns. These findings highlight an additional layer of epigenetic regulation tied to tissue type. 

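The colon and the small intestine were the closest pair of organs after the pair of small intestine and spleen. Between classes of the colon and of the small intestine the mean Jaccard index was 0.810, against 0.826 for the small intestine and spleen, which share B cell-, T cell- and macrophage-like cells, and 0.784 for the heart and lung. The lowest values were those of the brain with the colon (0.691), the liver (0.703) and the pancreas (0.714). The same classes make up most of both intestinal libraries, in proportions that rest on the rebuilt names. Goblet-like cells, which secrete mucus, were 66.7% of the colon library, and enterocyte-like cells, the absorptive cells, were 60.1% of the small intestine. Stem- or progenitor-like cells numbered 911 in the colon and 323 in the small intestine. These numbers depend on the processing, with 32.1% enterocyte-like and 1832 stem- or progenitor-like cells in the small intestine without removal of predicted doublets, and 59 stem- or progenitor-like cells in the colon among barcodes of at least 3000 counts. Enterocyte-like cells of the colon numbered 51, or 848 without that removal, where the paper counts 3592 enterocytes and 679 goblet cells.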

Statistical analysis of chromatin accessibility similarity within cell types, based on intra-cellular Jaccard indices and hierarchical clustering, revealed that stromal cell types shared across multiple organs exhibit lower overall accessibility similarity compared to organ-restricted cell types. Conversely, cell types with highly similar accessibility profiles clustered together, and these clusters corresponded closely to their tissue of origin. 

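Hepatocyte-like and acinar-like cells were the most similar to one another, and endothelial-like cells were among the least similar, as were neuron-like cells. At 1000 counts per cell, the mean Jaccard index between pairs of cells of the same library was 0.0834 in hepatocyte-like cells, 0.0760 in acinar-like cells and 0.0669 in cardiomyocyte-like cells. It was 0.0561 in endothelial-like cells, averaged over 4 libraries, 0.0607 in macrophage-like cells and 0.0615 in fibroblast-like cells. Of the 29 classes compared, 3 lay below endothelial-like cells, namely oligodendrocyte precursor-like (0.0521), neuron-like (0.0533) and pericyte- or smooth muscle-like cells (0.0547), each found in 1 organ. At 3000 counts per cell 5 classes lay below. Lymphocytes, which are also shared between organs, had 0.0611 in T cell-like and 0.0620 in B cell-like cells. Between cells of different libraries the index fell to 0.0516 in endothelial-like cells, 0.0549 in macrophage-like cells and 0.0585 in fibroblast-like cells, against 0.0587 in T cell-like and 0.0599 in B cell-like cells. Cells with fewer than 1000 counts in the regions compared were left out.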

(Fig. 2G and Supplementary Fig. 2D).

### Tissue-specific chromatin accessibility shaping transcription factor dynamics and gene regulation

Accessible chromatin regions are typically free of tightly packed nucleosomes, allowing transcription factors and other regulatory proteins to bind to these genomic sites^39,40^. A unique set of transcription factors in each cell type can activate or repress transcription in their nearby genes^41^. The crosstalk between cis regulatory elements and cell-type-specific TFs can determine a unique transcriptomic signature of that particular cell type, which defines the identity and function of these cells. The interplay between accessible chromatin and TF activity is a dynamic process that allows cells to adapt to new conditions and perform different functions^42^.

Using the specific cis-regulatory signature from the chromatin accessible landscape, we identified transcription factor motifs and predicted TFs that can bind to these accessible regions. Figure 3A shows a heatmap of chromatin accessibility at highly variable marker peaks across annotated cell types, while Fig. 3B highlights the motifs of the transcription factors that bind to these CREs, regulating their target genes. This analysis allows us to explore specific cell type programs, showcasing how distinct chromatin accessibility patterns shape transcription factors and gene regulation in a tissue-specific manner.

**Fig. 3:**
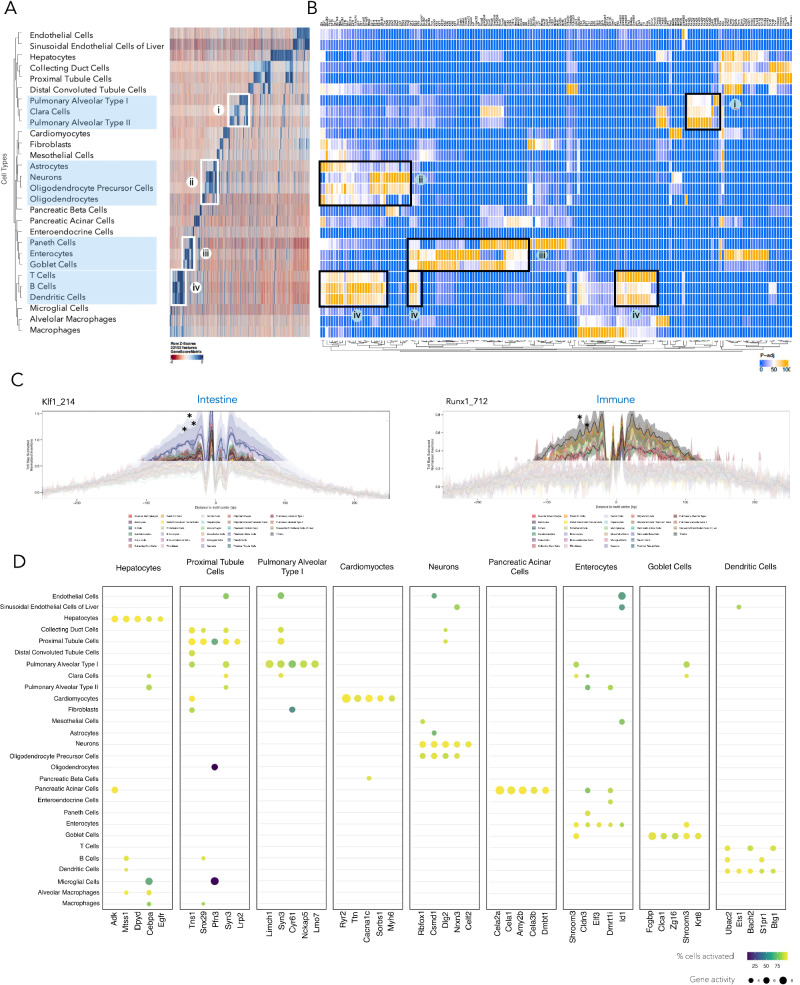
Transcription factor activity shapes cell type-specific gene regulation. **A** Highly variable chromatin-accessible regions across annotated cell types. **B** Predicted transcription factor motifs enriched in accessible regions, grouped by motif family. **C** Transcription factor footprints for *Klf1* in intestinal cell types such as goblet cells, enterocytes, and Paneth cells (indicated with asterisks) and for *Runx1* in immune cell types, such as T cells and dendritic cells (indicated with asterisks), highlighting tissue-specific motif activity. **D** Dot plot displaying the top highly regulated genes in representative annotated cell types from each of the nine investigated tissues.

#### Pulmonary cell program

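Alveolar type II-like cells, the surfactant-producing cells of the lung, carried the NKX consensus sequence CCACTYRA in their class peaks more often than any other of the 48 classes tested, relative to matched background peaks. The site was present in 15.5% of their 1000 most class-specific peaks (95% interval 13.3 to 17.9) and in 10.3% of background peaks of matched GC content and width, a ratio of 1.51. Of the other epithelial classes of the lung, alveolar type I-like cells had 9.8% against 7.66% (ratio 1.28). Club- or ciliated-like cells had 9.9% against 7.9% (ratio 1.25). Cardiomyocyte-like cells, whose lineage uses the related factor Nkx2-5, ranked above both with a ratio of 1.29. Lung classes outside the epithelium were not enriched, with ratios of 0.827 in endothelial-like, 0.865 in fibroblast-like and 0.739 in macrophage-like cells. The site is short, so it occurs often by chance, and the sequence does not tell members of the Nkx family apart.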

Pulmonary cells are enriched for the Nkx family of TFs, including key members like *Nkx2-1*, which plays an essential role in lung development and function. *Nkx2-1* drives the morphogenesis that forms the lung’s structure and specifies pulmonary epithelial cell fate. These TFs regulate differentiation of lung cell types, such as type II alveolar cells, responsible for surfactant production essential for gas exchange^43^.

#### Neuronal cell program

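Neuron-like cells carried the RFX consensus sequence GTTGCYANG in 18.6% of their class peaks (95% interval 16.2 to 21.2) and in 14.2% of matched background peaks, a ratio of 1.31. Astrocyte-like cells had a larger ratio, 1.55 (12.3% against 7.95%), while oligodendrocyte-like cells had 0.442 and microglia-like cells 0.454. Outside the brain, the ratio was highest in endocrine-like cells of the pancreas, at 2.14 (17.4% against 8.13%). Club- or ciliated-like cells of the lung had 1.57, and Rfx factors are known regulators of cilia. Neuron-like cells thus ranked below 5 other classes for this sequence.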

Neuronal cells are enriched for the Rfx family of TFs, which are crucial for neuronal development, differentiation, and maintenance. These factors regulate the transformation of progenitor cells into mature neurons and the establishment of functional neural networks^44,45^.

To investigate diverse regulatory motif functions, we explore transcriptional footprinting across different tissue types. The transcription factor footprinting for the *Klf1* and *Runx1* motifs reveals distinct chromatin accessibility landscapes specific to intestinal and immune cells, underscoring the tissue-specific regulatory roles of these transcription factors (Fig. 3C).

#### Intestine cell program

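Class peaks of intestinal epithelial cells carried the KLF consensus sequence CCMCRCCC about as often as matched background peaks of the same library, or less often. Krüppel-like factors share this GC-rich site, which does not tell Klf1, an erythroid factor, from the Klf factors of the intestine. In enterocyte-like cells of the small intestine the site was in 37.6% of the peaks (95% interval 34.6 to 40.7) and in 40.6% of the background, a ratio of 0.925. In goblet-like cells the ratio was 0.920 in the colon (46.8% against 50.9%) and 0.940 in the small intestine, and in enterocyte-like cells of the colon it was 1.01. Stem- or progenitor-like cells had 0.924 in the colon and 0.856 in the small intestine. The highest ratios were those of heart B cell-like cells (1.28) and kidney endothelial-like cells (1.19). Most cells of both intestinal libraries are epithelial, so an enrichment shared by the intestinal epithelium could be missed by these ratios. No cluster could be named Paneth-like. The counts per peak used here do not hold the position of each cut within the site, so footprints were not computed. The paper states that fragment data are also available, and these were not used.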

The *Klf1* motif footprinting highlights elevated chromatin accessibility in intestine-related cell types, such as enterocytes and Paneth cells, with a prominent depletion at the motif center flanked by peaks of increased accessibility. This pattern suggests that *Klf1* plays a significant role in shaping the chromatin landscape in intestinal tissues, potentially influencing gene expression programs critical for gut function and development.

#### Immune cell program

The *Runx1* motif footprinting shows a clear depletion of Tn5 insertions at the motif center, indicating strong *Runx1* binding protection. This is particularly pronounced in T-cells, where the accessibility profile shows the strongest signal compared to other cell types, including dendritic cells and macrophages, suggesting a prominent functional role of *Runx1* in T-cell regulation.

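T cell-like and NK cell-like cells of the small intestine carried the RUNX consensus sequence TGYGGTY in most of their class peaks, and the enrichment was smaller in T cell-like cells of the other organs. In T cell-like cells of the small intestine the site was in 56.5% of the peaks (95% interval 53.4 to 59.6) and in 26.1% of the background, a ratio of 2.16, and in NK cell-like cells the ratio was 2.37. T cell-like cells had ratios of 1.35 in the spleen (55.3% against 40.8%), 1.31 in the heart and close to 1 in the lung (76.6% against 69.8%). In the same library of the spleen, dendritic-like cells had 1.24 (30.2% against 24.5%) and macrophage-like cells 0.879 (21.3% against 24.2%). Microglia-like cells, in which Runx1 also acts, had 1.72, and heart B cell-like cells 1.39. The background share differs between classes because it is matched to the width and GC content of each class's peaks, so the ratios and not the shares are compared. Class peaks were chosen within each library. T cell-like cells held 763161 counts in the lung, 1073789 in the heart, 5912626 in the small intestine and 29907650 in the spleen. Whether depth or the other cells of a library account for the difference between organs was not tested.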

Figure 3D illustrates gene activity patterns across tissues by displaying the top highly regulated genes in representative annotated cell types from each of the nine investigated tissues. The gene activity score (GAS) and the percentage of cells exhibiting activation within specific cell types are calculated and depicted. Highlighted genes represent those with both a higher GAS and broader presence across a larger population of the corresponding cell type. This analysis provides insights into the functional specialization of cell types across tissues, with highlighted genes underscoring key biological processes specific to each cell type.

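Of the genes that Fig. 3D names, those of neurons, alveolar type I cells and goblet cells were mostly higher in the matching class, and those of hepatocytes, enterocytes and dendritic cells mostly were not. In neuron-like cells all 5 genes were at least 2-fold higher, led by the splicing regulator Rbfox1 (5.03, 95% interval 4.60 to 5.52) and Celf2 (4.26, 4.00 to 4.54), with Csmd1 at 3.59, Dlg2 at 3.56 and Nrxn3 at 2.58. In alveolar type I-like cells 4 of 5 were higher, Limch1 (4.09), Lmo7 (3.47), Cyr61 (2.62) and Nckap5 (2.59), with Syn3 at 1.97. In proximal tubule-like cells Pfn3 (6.57, 6.14 to 7.04), the endocytic receptor gene Lrp2 (6.53) and Snx29 (2.10) were higher, with Syn3 at 1.61 and Tns1 at 1.16. Among goblet-like cells of both intestinal libraries 6 of 10 values were higher, all of Fcgbp (8.29 in the colon and 11.3 in the small intestine), Clca1 (4.96 and 5.48) and Zg16 (2.50 and 3.07), while Shroom3 and Krt8 lay between 1.07 and 1.35. Hepatocyte-like cells had none of 5 genes 2-fold higher, with Cebpa at 1.33 and Mtss1 the lowest, and the cells they were compared with include the unnamed liver cluster that resembled hepatocytes. Enterocyte-like cells had 1 of 8 values higher, Id1 in the small intestine (2.05). Dendritic-like cells of the spleen had Btg1 at 0.964 and Ubac2 at 0.938 of the other cells, Bach2 at 0.727, and Ets1 and S1pr1 lower at 0.429 (0.403 to 0.456) and 0.387 (0.330 to 0.452), where the other cells are mostly B cell- and T cell-like. Without removal of predicted doublets neither of the last was 2-fold lower (0.539 and 0.506). Rbfox1, Lrp2, Fcgbp, Clca1 and Zg16 are also among the markers that name these classes. At a minimum of 3000 counts per barcode 3 of the 5 neuronal genes were 2-fold higher, and 4 of 5 without removal of predicted doublets. Of the 5 proximal tubule genes, 2 were 2-fold higher without that removal and 2 over promoters alone. Over promoters 3 of the 5 alveolar type I genes were 2-fold higher.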

Among cardiomyocytes, a significant population demonstrated GAS for key genes, including *Ryr2*, *Ttn*, *Cacna1c*, *Myh6*, and *Sorbs1*. These genes play critical roles in cardiomyocyte function, with *Ryr2* and *Cacna1c* involved in calcium signaling necessary for contraction^46^, *Ttn* providing structural support^47^, and *Myh6* being essential for contractility^48^.

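All 5 genes were at least 2-fold more accessible in cardiomyocyte-like cells than in the other cells of the heart. Over promoters alone 4 of the 5 were. Myh6, the alpha myosin heavy chain of cardiac muscle, on chromosome 14 of mm10 from 54941921 to 54966927, reached 2743 CPM in the 927 cardiomyocyte-like cells and 98.0 in the others, a ratio of 28.0 (95% interval 26.2 to 29.9). Ttn, the sarcomeric spring titin, had a ratio of 18.8 (17.7 to 19.9), and Ryr2, the calcium release channel of the sarcoplasmic reticulum, one of 14.5 (13.7 to 15.3). These 3 genes also name the class. Cacna1c, the pore of the L-type calcium channel, does not name it and had a ratio of 4.89 (4.64 to 5.16), with 226 CPM in the other heart cells.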

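The 4 measured acinar genes of the paper were several-fold more accessible in acinar-like cells than in the other cells of the pancreas. Dmbt1, on chromosome 7 of mm10 from 131032053 to 131121630, does not name the class and had the largest ratio, 5.77 (95% interval 5.40 to 6.18; 2095 CPM in 4031 acinar-like cells against 363 in the others). The elastase genes, which are also markers of the class, followed with Cela2a at 5.05 (4.73 to 5.40), Cela1 at 4.33 (4.09 to 4.58) and Cela3b at 4.16 (3.89 to 4.46). The level of Cela1 in the other cells, 515 CPM, was the highest of the 4. Amy2b was not analyzed here.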

In pancreatic acinar cells, genes such as *Cela2a*, *Cela1*, *Amy2b*, *Cela3b*, and *Dmbt1* exhibit high GAS in a substantial proportion of cells, emphasizing their pivotal roles in digestive enzyme production and secretion. *Cela2a*, *Cela1*, and *Cela3b* encode members of the chymotrypsin-like elastase family, which are critical for protein digestion^49^, while *Amy2b* encodes amylase, a key enzyme involved in carbohydrate digestion^50^. *Dmbt1* contributes to mucosal immunity and cellular differentiation in the pancreas^51^. The elevated GAS for these genes highlights their essential role in defining the specialized exocrine function of acinar cells in the pancreas. A comprehensive set of plots for other cell types within each organ is provided in Supplementary Fig. 3A.

### Chromatin accessibility signatures reveal tissue-specific endothelial cell identity

Chromatin accessibility markers refer to genomic regions where the chromatin state can indicate specific biological conditions or states. These markers are invaluable for understanding gene regulation mechanisms, cellular development changes, and disease progression. They offer insights into the regulatory potential of the genome and reveal early-stage epigenetic changes that might not yet be reflected in gene or protein expression.

To identify cell type-specific chromatin accessibility markers, we focused on endothelial cells, which are common across multiple tissues. Figure 4A shows the UMAP of all profiled cells with highlighted endothelial cells. The right inset shows the tissue distribution within this cell type, indicating that the majority of endothelial cells are from heart tissue, followed by lung and kidney. 

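The heart held the largest number of endothelial-like cells, followed by the lung and the kidney. Of 2939 endothelial-like cells, 1768 were from the heart (60.2%, 95% interval 58.4 to 61.9), 616 from the lung (21.0%, 19.5 to 22.5), 419 from the kidney (14.3%, 13.0 to 15.6) and 136 from the liver (4.63%, 3.90 to 5.45). These shares depend on how many nuclei each library holds and on depth, with 666 cells in the heart and 405 in the lung at a minimum of 3000 counts. Within their own library, endothelial-like cells made up 13.9% of lung cells (12.9 to 14.9), 8.70% of kidney cells (7.92 to 9.54) and 4.54% of liver cells (3.82 to 5.35). No cluster of the brain, colon, pancreas, small intestine or spleen was named endothelial.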

The bar plot below the inset shows the number of cells in each tissue type. To capture the depth of the data, we included the cell density plot and identified specific cell clusters. Liver sinusoidal endothelial cells (LSECs) were considered alongside endothelial cells from other organs for further analysis (Fig. 4A, B and Supplementary Figs. 4A, B).

**Fig. 4:**
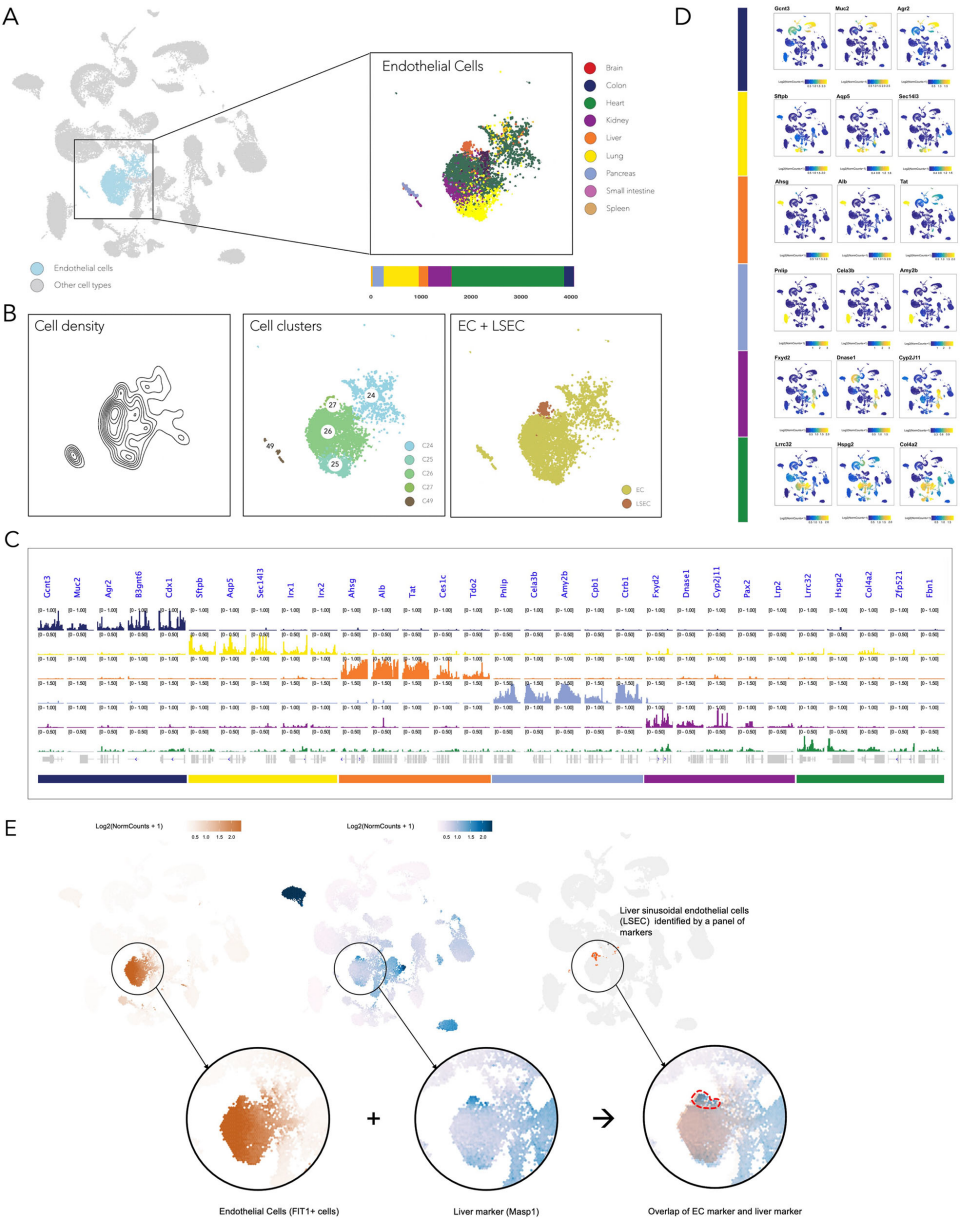
Tissue-specific endothelial cell identities revealed by chromatin accessibility. **A** UMAP visualization of endothelial cells across all tissues, with tissue distribution shown in the inset and corresponding bar plot. The heart, lung, and kidney constitute the majority of endothelial cells, respectively. **B** Cell density plot and identified cell clusters for endothelial cells. Liver sinusoidal endothelial cells (LSECs) were considered alongside endothelial cells from other tissues. **C** Genomic browser tracks showing chromatin accessibility enrichments unique to tissue-specific endothelial cells. **D** Gene activity scores for tissue-specific markers in endothelial cells, illustrating functional specialization. **E** Integration of a tissue-specific chromatin-accessible region (e.g., *Masp1*) with an endothelial cell marker (*Flt1*) in ECs to identify liver-specific endothelial cells (LSECs).

Within the endothelial cell population, we identified highly accessible chromatin regions with distinct patterns specific to each tissue type and linked them to nearby genes using gene activity scores (GAS). Subsequently, we evaluated the gene activity of these regions across the entire dataset. This suggests that these genomic regions and their associated genes may serve as potential markers for tissue of origin and specific markers for endothelial cells. This approach further uncovers distinct chromatin accessibility patterns in endothelial cells across different organs. 

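Endothelial-like cells of the heart, kidney and liver were more accessible than those of other organs at most genes known from the endothelium of that organ, and those of the lung at 5 of 10. Of 10 genes listed for each organ, all 10 of the heart list, 9 of the liver list, and 8 of the kidney list were highest in endothelial-like cells of their own organ. In the liver, Stab2, a scavenger receptor of sinusoidal endothelium, reached 173 CPM in shared regions (95% interval 141 to 211) against 15.9 in the next organ, and Dnase1l3 474 against 59.8. Gata4, which directs sinusoidal identity, was at 452 in the liver and at 274 in the heart. In the heart, the transcription factor Meox2 reached 123 (109 to 139) against 2.62 in the liver, and Fabp4 and Gpihbp1, which take part in fatty acid uptake, reached 249.6 and 185 against 14.8 and 67.4 in the lung. In the lung, Foxf1 reached 254 (228 to 283) against 17.7 in the heart and Tmem100 109 against 44.3, but Ednrb and Hpgd were higher in another organ. In the kidney, the positional genes Hoxb7 and Hoxa9 reached 1115 and 709, with 4.17 in the lung for Hoxb7 and no called peak elsewhere for Hoxa9. Hoxb6 and Hoxb8 had the same 1120 counts as Hoxb7 in the kidney, so 1115 is not a level of Hoxb7 alone. With a small constant added to both levels, the median ratio of a list to the same class in the other organs was 6.44 in the liver, 3.93 in the heart, 3.13 in the kidney and 1.61 in the lung (99.99th percentile of 10000 random lists in the lung, 100th in the others), and 0.824 in the lung over regions called in every library compared, which hold 7 of its 10 genes. The genes that most set these cells apart were mostly others, such as Cps1, Apoc2 and Afp in the liver and Myh7 and Ryr2 in the heart. In the kidney the listed gene Hoxb7 led, followed by Hoxb6 and Hoxb8 with the same counts. Of 20 such genes 14 were as high in the largest other class of the library, with 5 of 5 in the kidney and in the liver. In the heart, with 1 of 5, that class was the fibroblast-like cells, so cardiomyocyte-like cells were not part of this count. When endothelial-like cells were joined at random into groups of about 20, the most similar other group came from the same library for 143 of 144 groups, where 43.4% would be expected by chance. Hoxb7 was as open in proximal tubule-like cells, at 1166, as in endothelial-like cells of the kidney.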

Despite their shared endothelial identity, the tissue localization of these cells gives rise to unique chromatin accessibility landscapes. To this end, we have identified accessible chromatin regions associated with their activated nearby genes, which are specifically related to the tissue function in the endothelial cells of a given organ (Fig. 4C, D and Supplementary Figs. 4C–E).

#### Endothelial cells of colon

For the colon tissue, genes such as *Gcnt3*, *Muc2*, *Agr2*, *B3gnt6*, and *Cdx1* play critical roles. 

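The genes listed for the colon were open in its epithelium, and the rule used for names called no colon cluster endothelial-like. Muc2, the main gel-forming mucin, on chromosome 7 of mm10 from 141690340 to 141754693, reached 782 CPM in goblet-like cells (95% interval 773 to 791), Gcnt3 805, Cdx1 373, Agr2 334 and B3gnt6 283. Cdx1, an intestinal transcription factor, was as open in stem- or progenitor-like cells, at 361. Cdx1, Muc2 and Agr2 are also among the markers that name epithelial classes of the intestine. A cluster of 193 cells matched the endothelial markers best, with Tns1, Ehd2, S1pr1, Podxl and Tal1 among its leading genes, but its depth was 0.260 of the library's median and none of its cells had a count at Flt1, which at this depth does not show that Flt1 is closed. The paper counts 195 endothelial cells in the colon, and a group of 392 cells led by endothelial-like cells of the heart held 146 colon cells, so this cluster may be colon endothelium that the rule kept out. In these 193 cells Gcnt3 was at 89.3 CPM (67.4 to 116), Agr2 at 49.4, Muc2 at 41.4 (27.1 to 60.7), B3gnt6 at 33.5 and Cdx1 at 31.9. In endothelial-like cells of the heart, kidney, liver and lung, Muc2 had no called peak, and Agr2 reached at most 12.0 CPM in shared regions, in the kidney.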

*Muc2* is a major component of intestinal mucus, providing a protective barrier and maintaining gut homeostasis^52^. *Agr2* is known for its involvement in mucus production and is a marker of goblet cells in the intestine^53^. *Cdx1* is a transcription factor critical for intestinal development and differentiation^54^.

#### Endothelial cells of lung

In the lung tissue, genes such as *Sftpb*, *Aqp5*, *Sec14l3*, *Irx1*, and *Irx2* are crucial. 

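In endothelial-like cells of the lung, the listed genes were open at a small part of their level in lung epithelium, and at the level of other cells that are not epithelial. Sftpb, which encodes surfactant protein B, on chromosome 6 of mm10 from 72304610 to 72314371, reached 62.9 CPM in 616 endothelial-like cells (95% interval 51.9 to 75.5) and 531 in alveolar type II-like cells. It reached 78.6 in T cell-like cells (53.0 to 112), 69.6 in fibroblast-like cells and 82.2 in B cell-like cells of the lung. The water channel gene Aqp5 was at 37.9 against 337 in alveolar type I-like cells, and Sec14l3 at 51.4 against 421. Irx1 and Irx2, transcription factors of the lung epithelium, were at 14.8 and 43.1 against 127 and 276 in alveolar type II-like cells. The median over the 5 genes was 11.8% of the level in the epithelial class where the gene was highest. Compared with endothelial-like cells elsewhere, those of the lung were higher at all 5 genes, with Sftpb at 86.7 CPM in shared regions against 23.9 in the kidney, 9.62 in the liver and no called peak in the heart. When 4 times as many predicted doublets were removed, a step chosen after seeing the data, the median fell to 4.19% with 546 endothelial-like cells left. The median was 16.8% without removal of predicted doublets and 15.6% at a minimum of 3000 counts. Sftpb, Aqp5 and Sec14l3 are among the markers that name the epithelial classes.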

*Sftpb* is essential for the proper function of pulmonary surfactant, reducing surface tension in the lungs and preventing alveolar collapse^55^. *Sec14l3* is involved in lipid metabolism, important for surfactant production^56^. *Irx1* and *Irx2* are transcription factors important for lung development and the regulation of lung epithelial cell differentiation^57^.

#### Liver sinusoidal endothelial cells

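Genes of hepatocyte function were open in endothelial-like cells of the liver at 35.1% to 49.2% of their level in hepatocyte-like cells, and at a similar level in macrophage-like cells. Alb, which encodes albumin, on chromosome 5 of mm10 from 90460897 to 90476602, reached 301 CPM in 136 endothelial-like cells (95% interval 267 to 338), 367 in 47 macrophage-like cells and 699 in hepatocyte-like cells. Ahsg, which encodes the plasma protein fetuin-A, was at 210.0 in endothelial-like cells (182 to 241), 243 in macrophage-like cells and 507 in hepatocyte-like cells. The amino acid enzymes Tat and Tdo2 were at 233 and 162 in endothelial-like cells, against 526 and 329.6 in hepatocyte-like cells, and the carboxylesterase Ces1c at 91.7 against 261. In endothelial-like cells of the other organs these genes had no called peak or at most 3.98 CPM in shared regions, a value of Alb in the kidney, while Alb reached 497 in the liver. The median ratio of endothelial-like to macrophage-like cells over the 5 genes was 0.864. It could not be computed without removal of predicted doublets or at a minimum of 3000 counts, where no liver cluster was named macrophage-like. Alb, Ahsg, Tat and Tdo2 also name the hepatocyte class.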

Liver tissue is characterized by genes such as *Ahsg*, *Alb*, *Tat*, *Ces1c*, and *Tdo2*. *Alb* is the most abundant plasma protein produced by the liver, essential for maintaining osmotic pressure and transporting various substances^58^. TAT is a key enzyme in amino acid metabolism, playing a critical role in the liver’s detoxification and metabolic pathways^59^. Ces1c is involved in the hydrolysis and metabolism of various xenobiotics and drugs, highlighting its role in liver detoxification processes^60^.

#### Pancreatic endothelial cells

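Genes of pancreatic enzymes were open in every class of the pancreas library, at a fraction of the level in acinar-like cells, and no cluster of that library was named endothelial. Pnlip, the pancreatic lipase gene, on chromosome 19 of mm10 from 58652498 to 58681788, reached 1317 CPM in acinar-like cells (95% interval 1303 to 1332), 403 in ductal-like cells, 203 in macrophage-like cells (163 to 250.4) and 169.6 in endocrine-like cells. Cpb1, a carboxypeptidase gene, was at 1275 in acinar-like, 202 in macrophage-like and 125 in endocrine-like cells. Cela3b was at 1449 in acinar-like, 449 in ductal-like and 164 in macrophage-like cells, and the chymotrypsinogen gene Ctrb1 at 774, 242 and 106. The level in the 116 macrophage-like cells was thus near that in endocrine-like cells for Pnlip. In endothelial-like cells of the heart, kidney, liver and lung Pnlip, Cela3b, Cpb1 and Ctrb1 reached at most 6.44 CPM in shared regions, for Cpb1 in the lung. All 4 genes are also markers that name the acinar class.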

In pancreatic tissue, genes such as *Pnlip*, *Cela3b*, *Amy2b*, *Cpb1*, and *Ctrb1* are among the highly activated genes. Pnlip is essential for the hydrolysis of dietary fats in the digestive tract^61^. *Cela3b* is a protease that plays a key role in protein digestion^62^, and *Amy2b* is crucial for the breakdown of carbohydrates, facilitating their absorption^63^. *Ctrb1* is a precursor of chymotrypsin, an important enzyme for protein digestion^64^.

#### Renal endothelial cells

For kidney tissue, genes such as *Fxyd2*, *Dnase1*, *Cyp2j11*, *Pax2*, and *Lrp2* are essential. 

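The genes listed for the kidney were most open in its tubules and open at a lower level in its endothelial-like cells. Lrp2, which encodes the endocytic receptor megalin, on chromosome 2 of mm10 from 69424340 to 69586065, reached 212 CPM in 419 endothelial-like cells (95% interval 179 to 250.0), 296 in podocyte-like cells and 1500.2 in proximal tubule-like cells. Fxyd2, a subunit regulating the sodium pump, was at 60.5 (43.4 to 82.0) in endothelial-like cells and highest in loop of Henle-like cells, at 977. Pax2, a transcription factor of the renal epithelium, was at 129.8 against 499 in loop of Henle-like cells. Dnase1 was at 39.8 and Cyp2j11 at 57.5, against 311 and 206 in proximal tubule-like cells. Podocyte-like cells, another class outside the tubule, had 40.0 for Dnase1, 98.6 for Fxyd2 and 90.6 for Pax2. Over the 5 genes the endothelial level had a median of 14.2% of the highest tubular one, and of 9.73% when 4 times as many predicted doublets were removed. The median was 19.7% without removal of predicted doublets and 21.3% at a minimum of 3000 counts. In endothelial-like cells of the other organs each gene stayed lower, with Lrp2 at 287 CPM in shared regions in the kidney against 20.1 in the liver, 10.6 in the lung and 3.98 in the heart.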

*Fxyd2* is involved in ion transport and maintaining electrolyte balance, which is critical for kidney function^65^. *Pax2* is essential for kidney development and the differentiation of renal epithelial cells^66^. *Lrp2*, also known as Megalin, is critical for renal reabsorption processes^67^.

#### Cardiac endothelial cells

Heart tissue involves genes such as *Lrrc32*, *Hspg2*, *Col4a2*, *Zfp521*, and *Fbn1*. 

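Unlike the genes listed for the other organs, those of the heart were about as open in endothelial-like cells as in cardiomyocyte-like cells, or more open. Hspg2, which encodes the basement membrane proteoglycan perlecan, on chromosome 4 of mm10 from 137468769 to 137570630, was highest in endothelial-like cells, at 869 CPM (95% interval 837 to 902), against 719 in fibroblast-like, 597 in cardiomyocyte-like and 507 in pericyte- or smooth muscle-like cells. The other 4 genes were highest in another stromal class. Col4a2, a basement membrane collagen gene, was at 495 in endothelial-like cells and at 787 in pericyte- or smooth muscle-like cells. Fbn1, the microfibril gene fibrillin-1, was at 216 in endothelial-like cells, 325 in fibroblast-like cells and 61.8 in cardiomyocyte-like cells. Lrrc32 and Zfp521 were at 113 and 303 in endothelial-like cells, against 185 and 369 in fibroblast-like cells. Between organs, endothelial-like cells of the heart were highest at all 5 genes, with Hspg2 at 1236 CPM in shared regions against 657 in the kidney, 160.0 in the liver and 129 in the lung. Col4a2 was close to that of the lung, 705 against 638. None of the 5 genes names a class, and over promoters alone Hspg2 was not highest in endothelial-like cells.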

*Hspg2* is a key component of the extracellular matrix, crucial for maintaining the structural integrity of cardiac tissues and facilitating cell signaling^68^. *Col4a2* is involved in the formation of the basement membrane, which supports cardiac muscle cells and maintains tissue structure^69^. *Fbn1* is essential for the structural integrity and elasticity of connective tissues in the heart^70^.

This finding could provide further evidence that certain open chromatin regions are shared among the majority of cells in a particular tissue, regardless of the cell type. 

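Genes listed for an organ were also open in its classes outside the parenchyma, at levels that differed between organs. As a share of the level in the epithelial or muscle class of the organ where each gene was highest, the median of the listed genes in endothelial-like cells was 146% in the heart and 43.1% in the liver, beside the lower values of the kidney and the lung. In the other classes outside the parenchyma the median was 69.4% in the heart, 51.4% in the liver, from 1 class of 47 cells, and 15.9% in the lung. Endothelial-like cells stood above these other classes in the heart, by a median ratio of 1.41, and not in the lung, where the ratio was 0.839. A gene was highest in endothelial-like cells for 1 of 5 genes in the heart and for none of 5 in the kidney, the liver and the lung. From the openness of organ genes in endothelial cells, the paper proposes that some open regions are shared by most cells of a tissue whatever their type.

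**Figure D2:**
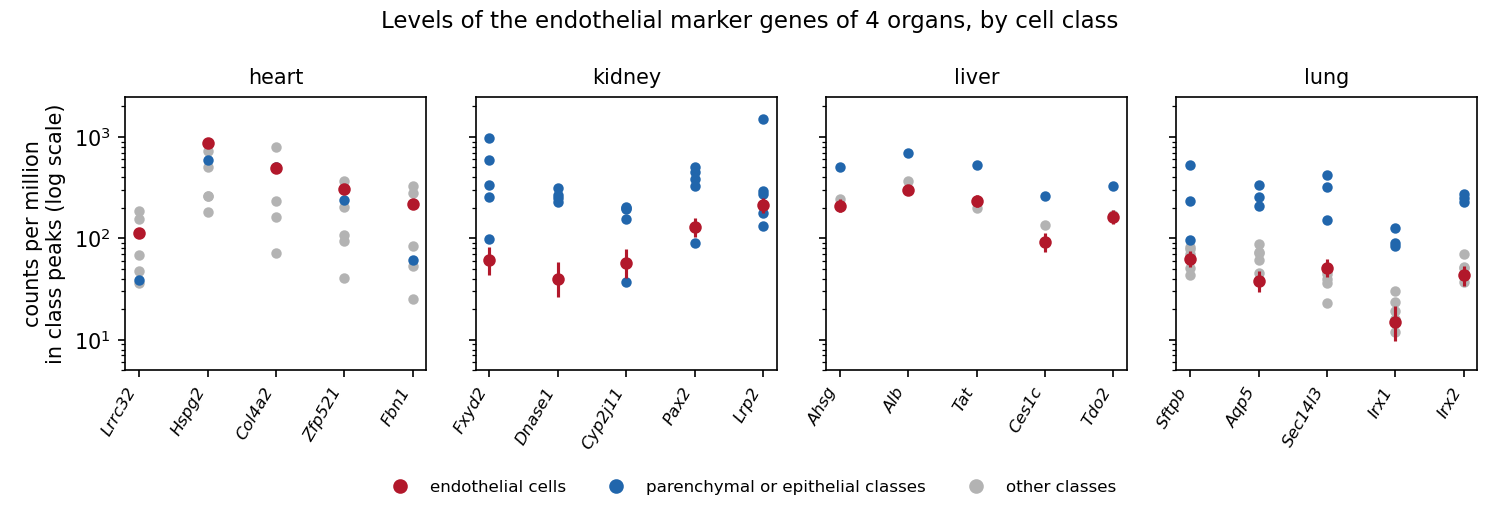
CPM in endothelial-like cells and in the other named classes of the same library, for the genes the paper lists for the heart, kidney, liver and lung, on a log axis. Error bars are the 95% counting interval of the endothelial-like cells. In the kidney, liver and lung, the epithelial class where each gene is highest lies above the endothelial-like cells. Podocyte-like cells of the kidney lie below them for Pax2. The heart genes lie among the stromal classes, with Hspg2 highest in endothelial-like cells (869).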

Figure 4E illustrates how the integration of a tissue-specific chromatin-accessible region with an endothelial cell marker, such as *Flt1*^37^, effectively excludes non-specific cells and precisely identifies tissue-specific endothelial cells (Fig. 4E and Supplementary Information–Table 4). This approach demonstrates that combining chromatin accessibility markers with established gene biomarkers significantly enhances the identification and characterization of endothelial cells across various tissues, providing insights into their tissue-specific roles and regulatory mechanisms. We further quantified the association between chromatin accessibility and gene markers by calculating Spearman correlations. For example, accessibility at *Masp1* and *Flt1* showed a significant positive correlation (*ρ* = 0.406, *p* = 5 × 10⁻⁹) within liver endothelial cells, supporting their co-localization (Supplementary Fig. 4F, Supplementary Information–Table 4).

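Accessibility at Masp1, which encodes a protease of the lectin complement pathway, was weakly correlated with that at Flt1 across endothelial-like cells of the liver, and less once depth per cell was taken into account. Masp1 lies on chromosome 16 of mm10 from 23449417 to 23520815. Spearman's rho was 0.189 over 136 endothelial-like cells of the liver, 0.196 for Hspg2 over 1768 cells of the heart, 0.0703 for Sftpb over 616 cells of the lung and 0.0441 for Fxyd2 over 419 cells of the kidney. Flt1 itself followed the total count of a cell, with rho of 0.243 in the liver, 0.297 in the heart, 0.335 in the lung and 0.25 in the kidney. With the ranks of the total count removed, rho was 0.0389 for Masp1, 0.0734 for Hspg2, -0.0321 for Sftpb and -0.0345 for Fxyd2. Over promoters alone it was 0.0091 for Masp1, 0.108 for Hspg2, 0.0085 for Sftpb and -0.0365 for Fxyd2. Masp1 had a count in 77.9% of the cells and Flt1 in 46.3%, while Sftpb had one in 8.77% of lung and Fxyd2 in 5.01% of kidney endothelial-like cells. These correlations run across the cells of 1 library, which are not replicates, so no p-value is given. Muc2 in the colon and Pnlip in the pancreas could not be paired with Flt1, since no class there was named endothelial.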

### Chromatin accessibility patterns in stromal cells reflect their tissue of origin

Building on our findings that chromatin accessibility signatures reveal tissue-specific endothelial cell identity, we now extend this investigation to other stromal cell types. Among the key stromal cell types, endothelial cells, fibroblasts, and macrophages play prominent roles across diverse tissues. Stromal cells, though diverse in origin and type, share several common functions across various organs. These functions are essential for maintaining tissue homeostasis, supporting organ-specific functions, and contributing to immune regulation^71^. By assessing chromatin accessibility patterns in fibroblasts and macrophages that are represented across the dataset, we aim to determine whether other stromal cell types also exhibit tissue-specific epigenomic landscapes that can serve as markers for their tissue of origin.

To investigate the potential of using chromatin accessibility as a method for tracing cells back to their tissue of origin, we employed the metacell approach. Metacells are compact groupings of highly similar cells that represent distinct cellular states while minimizing within-group variation due to technical noise. This method offers a more granular resolution than traditional clustering and is particularly effective in addressing the sparsity of single-cell data, such as that encountered in scATAC-seq datasets. Using the SEACells algorithm, metacells are defined through kernel archetypal analysis, enabling the identification of robust and comprehensive cell states across phenotypic landscapes^27^.

Applying this approach, we identified 90 distinct metacells across the dataset, capturing coherent subgroups within broader cell types (Fig. 5A). To characterize their tissue origins, we quantified the fractional contribution of each tissue within every metacell and visualized these proportions as a tissue-composition heatmap in Fig. 5B and Supplementary Fig. 5A. This representation provides a detailed view of tissue enrichment patterns and reveals that most metacells display strong tissue-specific composition. 

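Most groups of similar cells came almost wholly from 1 tissue. When the 45096 cells were split into 90 groups by k-means, 62 groups (68.9%) took at least 90% of their cells from 1 library and 49 took at least 99%, with a median of 99.7%. Every group led by acinar-, proximal tubule- or alveolar type II-like cells came from 1 library alone. Groups led by immune and stromal cells were more mixed. Of the 15 groups led by endothelial-, fibroblast- or macrophage-like cells, 6 reached 90%. A group of 663 B cell-like cells was 61.8% from the small intestine with 242 cells from the spleen, and one of 417 mainly endothelial-like cells was 68.6% from the kidney with 71 cells from the lung. The most mixed group, of 177 mainly T cell-like cells, had 24.9% from its leading tissue. The groups stand in for SEACells metacells, which were not computed, and no correction between libraries was applied. Over all 312072 merged regions, which include those called in 1 library alone, 84.4% of the groups reached 90%.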

To further examine metacell-specific chromatin patterns, we explored metacells within each of the 28 annotated cell types. Figure 5C presents a UMAP where metacells corresponding to distinct cell types are clearly demarcated, while Fig. 5D provides a heatmap showing the distribution of metacells and their relative dominance within each cell type.

**Fig. 5:**
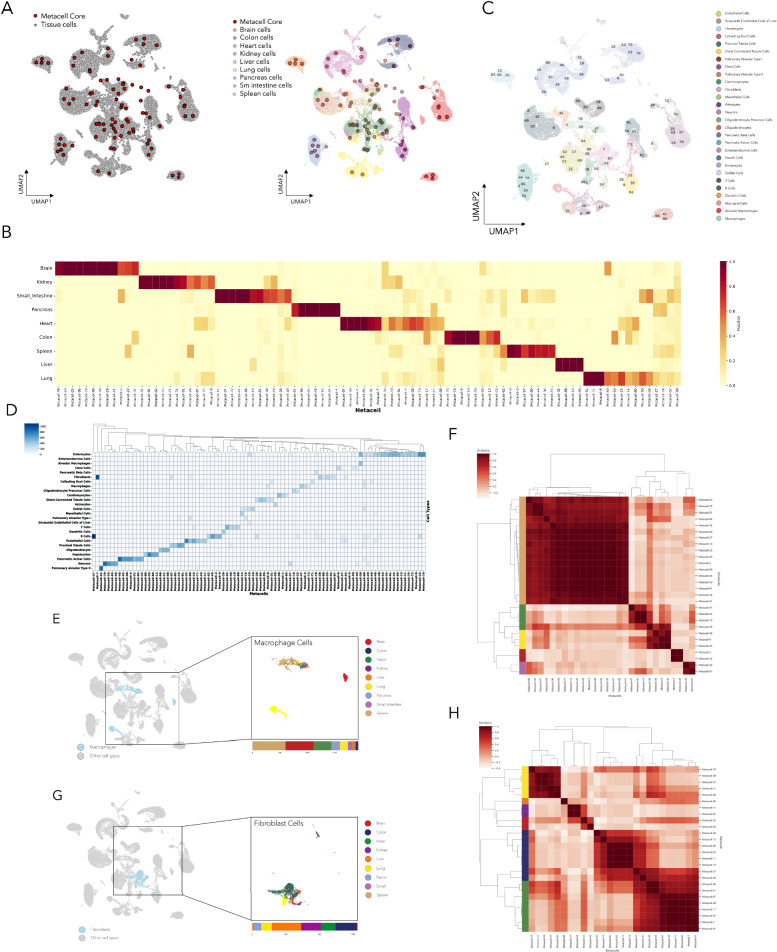
Chromatin accessibility patterns in stromal cells reflect their tissue of origin. **A** UMAP of SEACells-defined metacells (*n* = 90) across nine tissues, with tissue types color-coded. **B** Tissue composition of metacells illustrated by heatmap showing the fractional contribution of each tissue to all 90 metacells. Each column represents a metacell, and each row corresponds to a tissue of origin. Color intensity reflects the proportion of cells from a given tissue within each metacell. **C** Annotated metacells grouped by cell type and displayed on UMAP. **D** Heatmap showing metacell distribution within annotated cell types. UMAP visualization of macrophages **E** and fibroblasts **G** across all tissues, with tissue distribution shown in the insets and corresponding bar plots. Tissue-specific chromatin accessibility modules identified in macrophages (**F**) and fibroblasts (**H**), visualized with heatmaps of Jaccard similarity indices. Distinct chromatin accessibility modules can be recognized on the heatmap, which significantly overlap with the metacells of a specific organ. Tissue types are color-coded on the left side of the heatmaps.

We used macrophages and fibroblasts as two cell types that can be found in multiple different tissue types. We implemented and identified metacells to explore intra-cell-type homogeneity and find chromatin accessibility similarities within these cell types of each particular tissue. This approach resulted in the identification of particular chromatin accessibility modules that accurately associate with the tissue of origin.

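Groups of macrophage-like and fibroblast-like cells were nearest to other groups of their own organ without exception. Cells of each class were joined at random into groups of about 20 within a library, and the correlation between groups was computed over the regions called in every library. For all 98 macrophage-like groups of 7 organs and all 81 fibroblast-like groups of the heart and the lung, the most similar other group came from the same library, where 22.7% and 63.6% would be expected by chance. The mean correlation between macrophage-like groups was 0.614 within a library and 0.525 between libraries, a gap of 0.0885. The gap was widest for the liver (0.120), which holds 2 groups, and the lung (0.112), and narrowest for the heart (0.0443). Fibroblast-like groups had 0.624 within and 0.577 between libraries, a gap of 0.0464. T cell-like and B cell-like groups had smaller gaps, 0.0269 and 0.0141, though with the heart and lung libraries alone, a choice made after the result was seen, that of B cell-like groups was 0.0263, near the 0.0307 of endothelial-like groups. Random groups average over the states that metacells separate, and 1 library per organ makes organ and library the same comparison. From such modules, the paper concludes that chromatin accessibility associates accurately with the tissue of origin.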

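Macrophage-like cells were most numerous in the lung, then in the brain, heart and spleen. Of 2038 cells, with microglia-like and alveolar macrophage-like cells counted in, 714 came from the lung (35.0%, 95% interval 33.0 to 37.2), 446 from the brain (21.9%), 413 from the heart (20.3%) and 215 from the spleen (10.5%, 9.25 to 12.0). The pancreas held 116, the small intestine 87 and the liver 47. In the lung 556 of the cells were alveolar macrophage-like, the resident cells of the airspace, and the 446 of the brain were microglia-like. Without these specialized classes the heart held the largest number, ahead of the spleen and of the remaining 158 in the lung. As a share of its own library, the class was 16.1% of lung and 4.73% of spleen cells (4.13 to 5.39), where 66.2% were B cell-like.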

Macrophages are predominantly observed in the spleen but are also found in other tissues. Figure 5E highlights the macrophage distribution across tissues, with the inset bar plot showing the number of macrophages identified in each tissue type (Supplementary Fig. 5B). 

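Macrophage-like cells of the brain and the lung were most open at genes known from microglia and from alveolar macrophages. With the main settings, macrophage-like cells of the other organs did not stand out at the genes listed for them. In the brain 8 of 10 listed genes were highest in its own macrophage-like cells, with a median ratio of 4.57 to the other organs. Sall1, a transcription factor of microglial identity, was at 461 CPM in shared regions (95% interval 404 to 524) against 132 in the liver, and P2ry12 at 482 against 217 in the spleen. In the lung 8 of 9 genes were highest, with a median ratio of 4.50. Pparg, which directs alveolar macrophage differentiation, was at 483 (462 to 504) against 232 in the liver, Chil3 at 162 against 49.3 and Marco at 82.6 against 4.25. In the spleen, Spic and Cd5l, genes of red pulp macrophages, were at 38.1 and 49.2, with at most 1.08 elsewhere. However, 3 of 9 genes were highest and the median ratio was 1.12 (86.4th percentile of random lists). Without removal of predicted doublets 5 of 9 were highest, with a median ratio of 1.42 (99.03th percentile), and over promoters alone the ratio was 0.639. The lists of the liver (0.737), small intestine (0.778), pancreas (0.879) and heart (0.624) had median ratios below 1. Among the 5 genes that most set apart macrophage-like cells of each organ, those of the lung, Trim29, March4, Plet1, Clec4d and Ctsk, were low in alveolar type II-like cells, with Trim29 at 231 against 5.43. Those of the pancreas, Pnlip, Cpb1, Cela3b, Cpa4 and Cpa3, and of the liver, such as Alb and Fga, were as high or higher in acinar-like and hepatocyte-like cells, and so were 28 of the 35 genes over all 7 organs in the largest other class of the library. Cpb1 and Cpa3 lie close together on chromosome 3 and had 176 and 178 counts in the pancreas, so they may rest on the same peaks. Over regions called in every library compared, the median ratio was 0.851 in the brain, from 3 of the 10 genes, and 0.738 in the spleen, from 4 of the 9.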

By analyzing metacells derived from the macrophage subpopulation, we observed chromatin accessibility modules that displayed significant tissue-specific overlaps. Heatmap in Fig. 5F shows identified chromatin accessibility modules that overlap significantly with the tissue of origin of metacells (Supplementary Fig. 5C). These tissue-specific chromatin accessibility patterns are consistent with published studies demonstrating distinct epigenetic states in tissue-resident macrophages across different organs^72,73^.

Similarly, fibroblasts, another key stromal cell type, were analyzed for tissue-specific chromatin patterns. Figure 5G highlights the fibroblast distribution across the dataset, with fibroblasts shown in blue and tissue types marked in corresponding colors. 

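Fibroblast-like cells of the heart and the lung differed at transcription factors that pattern these organs, among other genes. In the heart, Gata4 reached 889 CPM in shared regions (95% interval 847 to 932) against 19.3 in the lung, and Tbx20 and Hand2, factors of heart development, reached 306 and 279 with no called peak in the lung. In the lung, Hoxa5, a positional gene of the trunk, reached 195 (175 to 218) against 1.55 in the heart, and Tbx4 and the matrix gene Npnt 84.0 and 115 with no called peak in the heart. Of the genes listed for each organ, 9 of 10 were higher in the lung for the lung list and 6 of 9 in the heart for the heart list, with median ratios of 4.00 and 3.23. Over regions called in every library compared, the ratios were 1.89 (7 of 8 genes higher) and 2.97 (5 of 6). Of the genes listed for both organs, Tbx5 was higher in the lung, at 83.4 against 12.7, and Tcf21 in the heart, at 168 against 45.1. Among the 10 genes that most set the organs apart, Elf5 and Smim6 in the lung were higher in alveolar type II-like cells, at 291 and 237, than in fibroblast-like cells, at 125 and 162, while Hoxa5 and Hoxb4 were far lower there, at 10.3 and 7.70. In the heart, Fbln2 and Anks1b led, at 215 and 183 with 6 and 2 counts in the lung. The comparison rests on 1252 cells of 1 heart library and 384 cells of 1 lung library. Without removal of predicted doublets the lung held 263 fibroblast-like cells. Another 134 were pericyte- or smooth muscle-like, a class not named in the lung with the main settings. Whether the 384 cells include such cells was not tested.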

Metacell-based analysis revealed chromatin accessibility modules that were strongly associated with the tissue of origin, comparable to the findings for macrophages (Fig. 5H).

This expanded analysis enables us to explore the broader utility of chromatin accessibility patterns in defining tissue identity across key stromal cell types, complementing the findings for endothelial cells discussed earlier.

## Discussion

Our study leveraged single-cell ATAC-seq to generate high-resolution chromatin accessibility profiles across nine mouse organs. Previous cell atlases, such as Tabula Muris, the Mouse Cell Atlas, and the sci-ATAC mouse atlas, established the major cellular constituents of murine organs but were not designed to resolve how shared stromal populations differ epigenetically across tissues. By contrast, our study provides a unified chromatin accessibility atlas across nine organs, revealing that endothelial cells, fibroblasts, and macrophages, although present in multiple tissues, retain tissue-of-origin chromatin signatures that are sufficiently robust to trace these populations back to their native organ. This extends beyond prior work by showing that shared stromal cell types exhibit distinct regulatory landscapes reflective of their microenvironment. A foundational precedent for mapping chromatin accessibility across multiple tissues is provided by Cusanovich et al., who pioneered a combinatorial indexing approach to generate one of the first large-scale single-cell chromatin accessibility atlases. Their work revealed extensive cell-type–specific regulatory elements and demonstrated how chromatin accessibility encodes cellular identity across diverse tissue contexts. Our study builds on this foundation by providing higher-resolution, metacell-based regulatory structure and by directly comparing stromal populations across organs. Unlike earlier atlases that primarily resolved broad cell classes, our dataset delineates tissue-adapted chromatin accessibility patterns within shared stromal cell types, offering deeper granularity into how microenvironmental context shapes the regulatory genome^30^. Moreover, by integrating tissue-specific accessible regions with canonical cell-type markers, we identify combinatorial chromatin features that enable precise localization of stromal cells, a level of resolution that cannot be achieved through transcriptomic markers alone. Finally, the depth and breadth of our dataset, capturing stromal populations across nine organs, provide a comprehensive resource for comparative epigenomic analyses and establish a framework for understanding how chromatin accessibility encodes both cellular identity and tissue context. By profiling over 51,000 cells, we uncovered distinct chromatin accessibility signatures that are both cell-type- and tissue-specific, reinforcing the role of chromatin accessibility in defining cellular identity.

### Tissue-specific chromatin accessibility and its implications

One of the key findings of this study is the extent to which chromatin accessibility is shaped not just by cell type but also by the tissue microenvironment. While previous studies have primarily focused on chromatin accessibility at the single-cell level within specific tissues, our multi-organ approach allowed us to examine how chromatin landscapes vary across different physiological contexts. Notably, our data show that even widely distributed stromal cell populations, including endothelial cells, fibroblasts, and macrophages, exhibit tissue-specific chromatin accessibility patterns, suggesting that these cells are epigenetically tuned to their local microenvironments^74,75^. This observation is consistent with prior endothelial cell atlases, such as the cross-tissue single-cell RNA-seq atlas, which demonstrated that endothelial cells adopt highly tissue-adapted transcriptional programs across organs. Our chromatin accessibility data extend this principle to the epigenomic level, showing that the regulatory landscapes of endothelial cells similarly reflect their tissue-specific microenvironment^76^.

Interestingly, despite these broad differences, certain chromatin accessibility modules were conserved across multiple tissues, particularly in immune-related cells. For example, T cells and macrophages displayed shared regulatory elements regardless of their tissue of origin, pointing to a core chromatin program that governs immune function. However, subtle variations in accessibility profiles still allowed us to distinguish tissue-resident immune cells, reinforcing the idea that even highly plastic cell types maintain some level of tissue specificity.

### Chromatin accessibility as a tool for tracing tissue of origin

One of the most striking applications of our findings is the potential for using chromatin accessibility as a marker of tissue origin. Our metacell analysis demonstrates that the tissue microenvironment shapes stromal cell chromatin accessibility, as evidenced by tissue-specific clustering patterns (Fig. 5F, H) and the identification of distinct chromatin accessibility modules linked to tissue of origin. Across macrophages and fibroblasts, we identified 23,772 and 6001 tissue-specific accessible peaks, respectively, while other cell types showed similarly extensive regulation (e.g., 48,757 in enterocytes, 23,477 in T cells, and 34,520 in B cells) **(**Supplementary Information–Table 4), providing a quantitative measure of loci influenced by tissue context. Given that chromatin states are often retained even when cells migrate or undergo transformation^77,78^, our findings suggest that chromatin accessibility profiling could be a powerful tool for tracing the origins of tumor cells in metastatic disease.

Moreover, the ability to distinguish endothelial cells, fibroblasts, and macrophages based on tissue-specific chromatin accessibility has broad implications for regenerative medicine. Understanding the chromatin landscape of these stromal cell populations may provide insights into how tissues maintain homeostasis and respond to injury, potentially informing strategies for tissue engineering and cell-based therapies.

### Regulatory elements and transcription factor networks

Through motif enrichment analysis and transcription factor footprinting, we identified key transcription factors driving tissue-specific chromatin accessibility landscapes. This supports the concept of transcription factor networks orchestrating complex gene regulatory circuits, as described in previous research^79–81^. Notably, different organs exhibited enrichment for distinct transcription factor motifs that are critical for organ-specific functions. For example, lung-resident cells were enriched for Nkx-family transcription factors, which play essential roles in pulmonary development and epithelial cell differentiation. Similarly, endothelial cells across tissues exhibited differential accessibility at VEGF-associated regulatory elements, which likely contribute to the specialized functions of blood vessels in different organs.

This level of granularity in chromatin accessibility provides important insights into how different tissues establish and maintain their cellular identities. It also highlights the complexity of transcriptional regulation, where a combination of broadly shared and tissue-specific regulatory elements works in concert to define cell fate.

### Translational implications of chromatin accessibility

Our study also demonstrated that cell type-specific chromatin accessibility can be used to identify markers for various physiological and pathological states. The combinatorial chromatin accessibility markers provide a powerful approach for distinguishing cell types, which can be particularly useful for diagnostic and therapeutic applications.

In diseases like cancer, despite efforts for targeted therapies, many treatments can impact chromatin accessibility in a wide range of organs^82,83^. Identification of organ-specific accessible chromatin regions enables mapping of tissue-restricted regulatory elements and transcription factor networks. By targeting these lineage-specific enhancers rather than ubiquitously expressed factors, therapeutic strategies can be designed to selectively modulate gene expression in the tissue of origin while minimizing off-target effects in other organs, thereby reducing treatment-related adverse effects.

In conclusion, our study provides a detailed map of chromatin accessibility across multiple mouse tissues at single-cell resolution, highlighting the interplay between chromatin state, gene regulation, and cellular identity. Different cell types, even within the same organ, can have distinct chromatin accessibility patterns, due to expressing different sets of genes and having various functional roles. However, each tissue in the body has a unique function and cellular composition, which can be reflected in its overall chromatin accessibility pattern. This collective pattern explains unique tissue-specific function and may have been derived from shared regulatory mechanisms across the tissue. Thus, while there are significant variations across different cell types within a specific organ, there may be overarching themes in chromatin accessibility within that specific organ. Identification of such themes could serve as a resource for chromatin accessibility landscape in normal tissues and help investigators in the field to utilize it for comparative analysis with pathological states. Future studies can build on this work by exploring chromatin accessibility in pathological states and leveraging these insights for therapeutic interventions.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

The data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE286329 and are publicly available. The dataset includes raw single-cell ATAC-seq data as fragment files, processed peak files in BED format, and chromatin accessibility matrix files.

# Supplementary material for: Chromatin accessibility landscapes define stromal cell identities across tissues
**Source:** Commun Biol. 2026 Feb 25;9:480. doi: 10.1038/s42003-026-09720-w
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1.

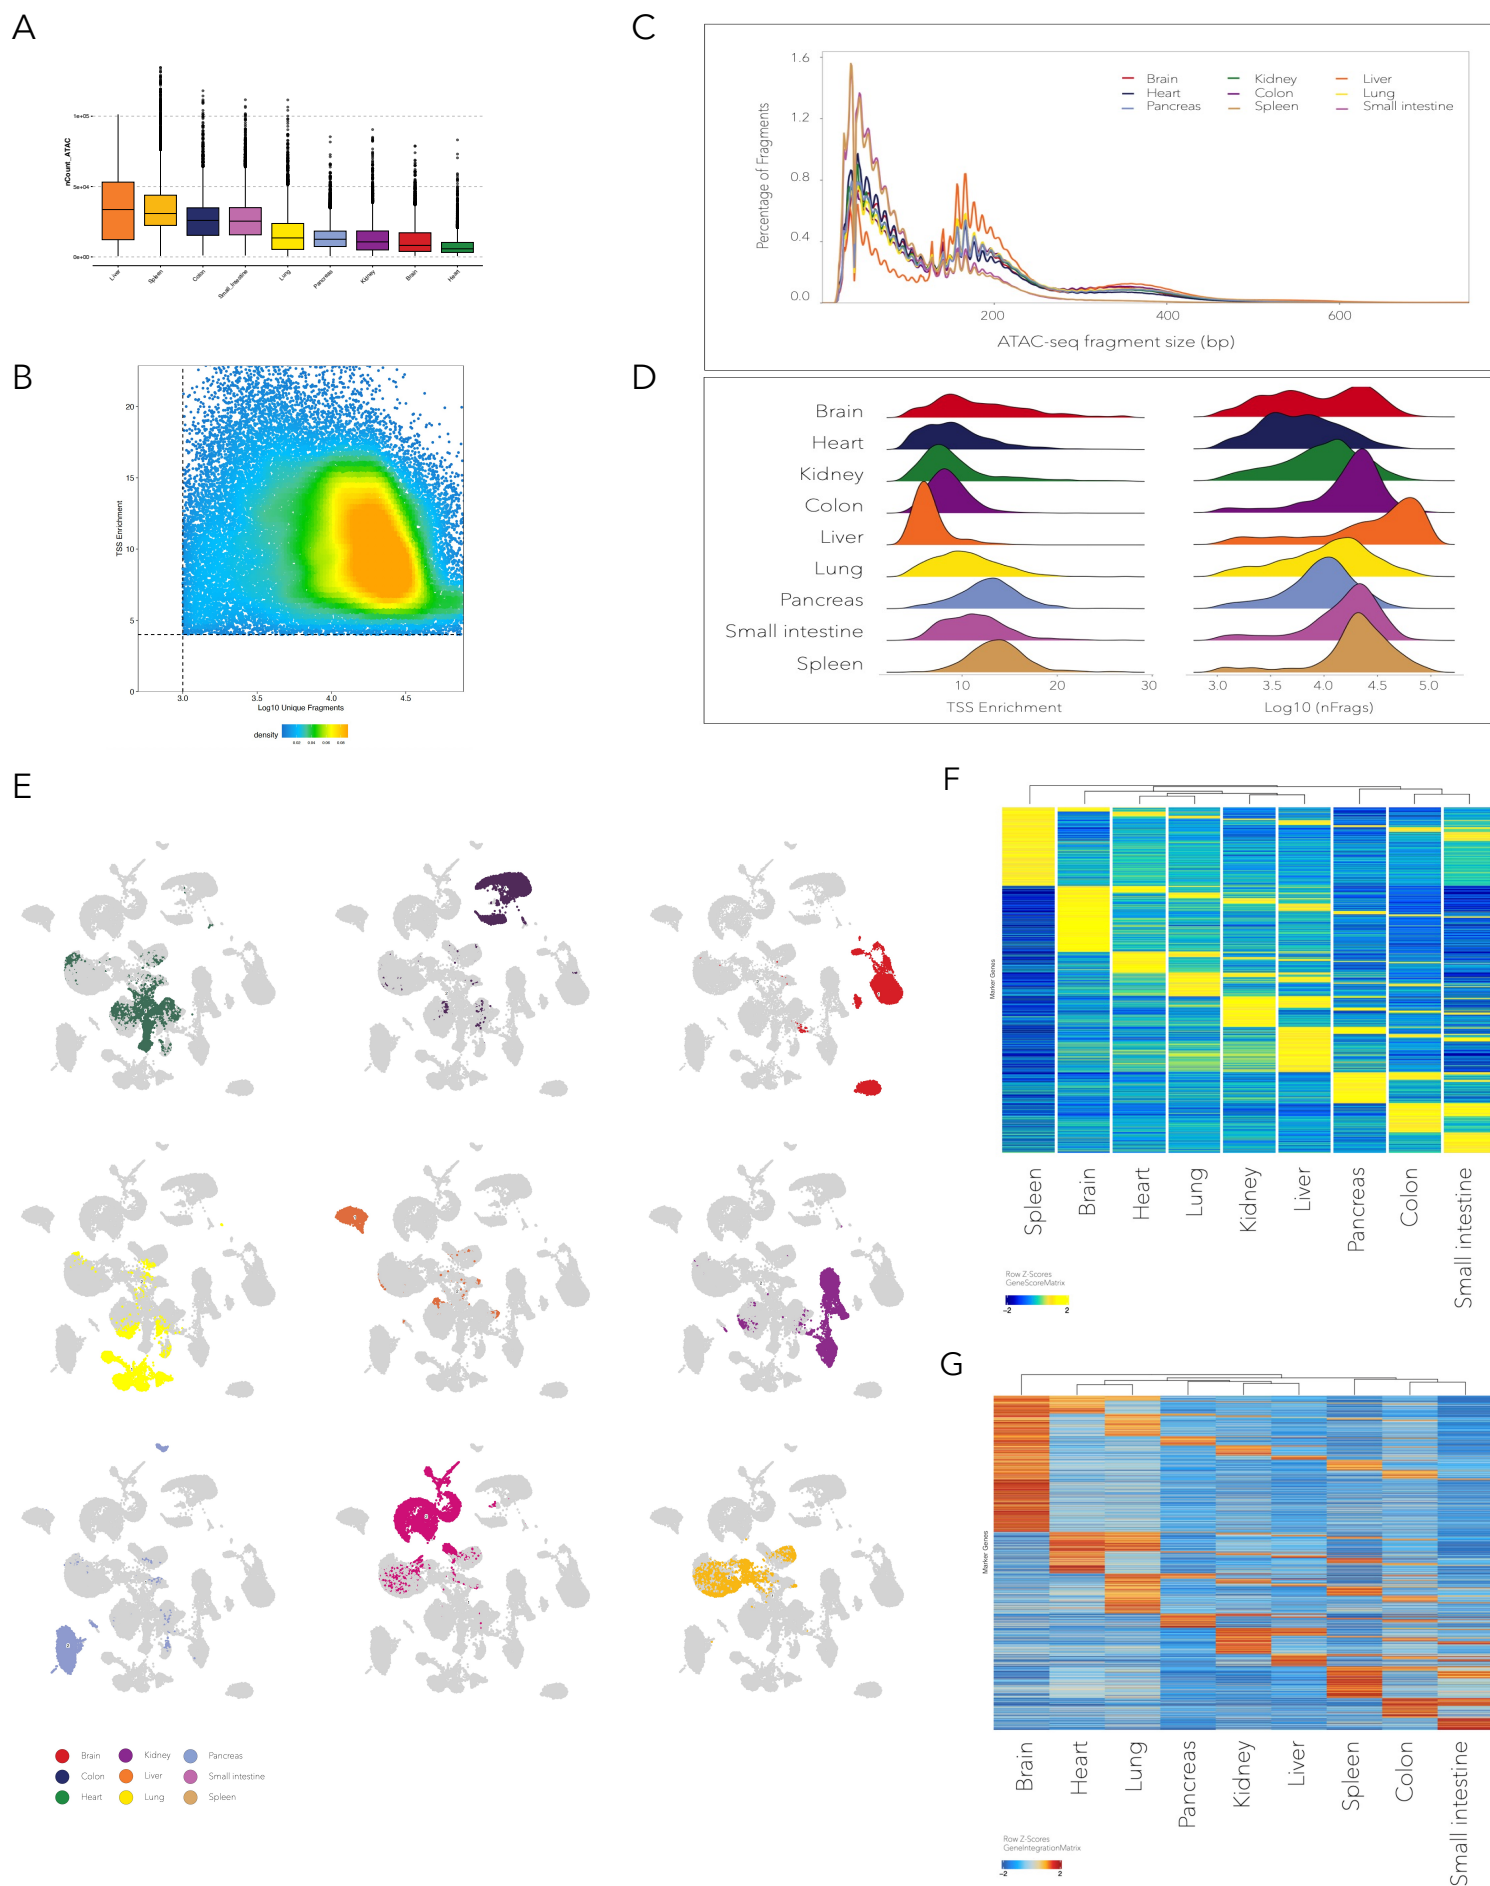

# Supplementary Figure 2.

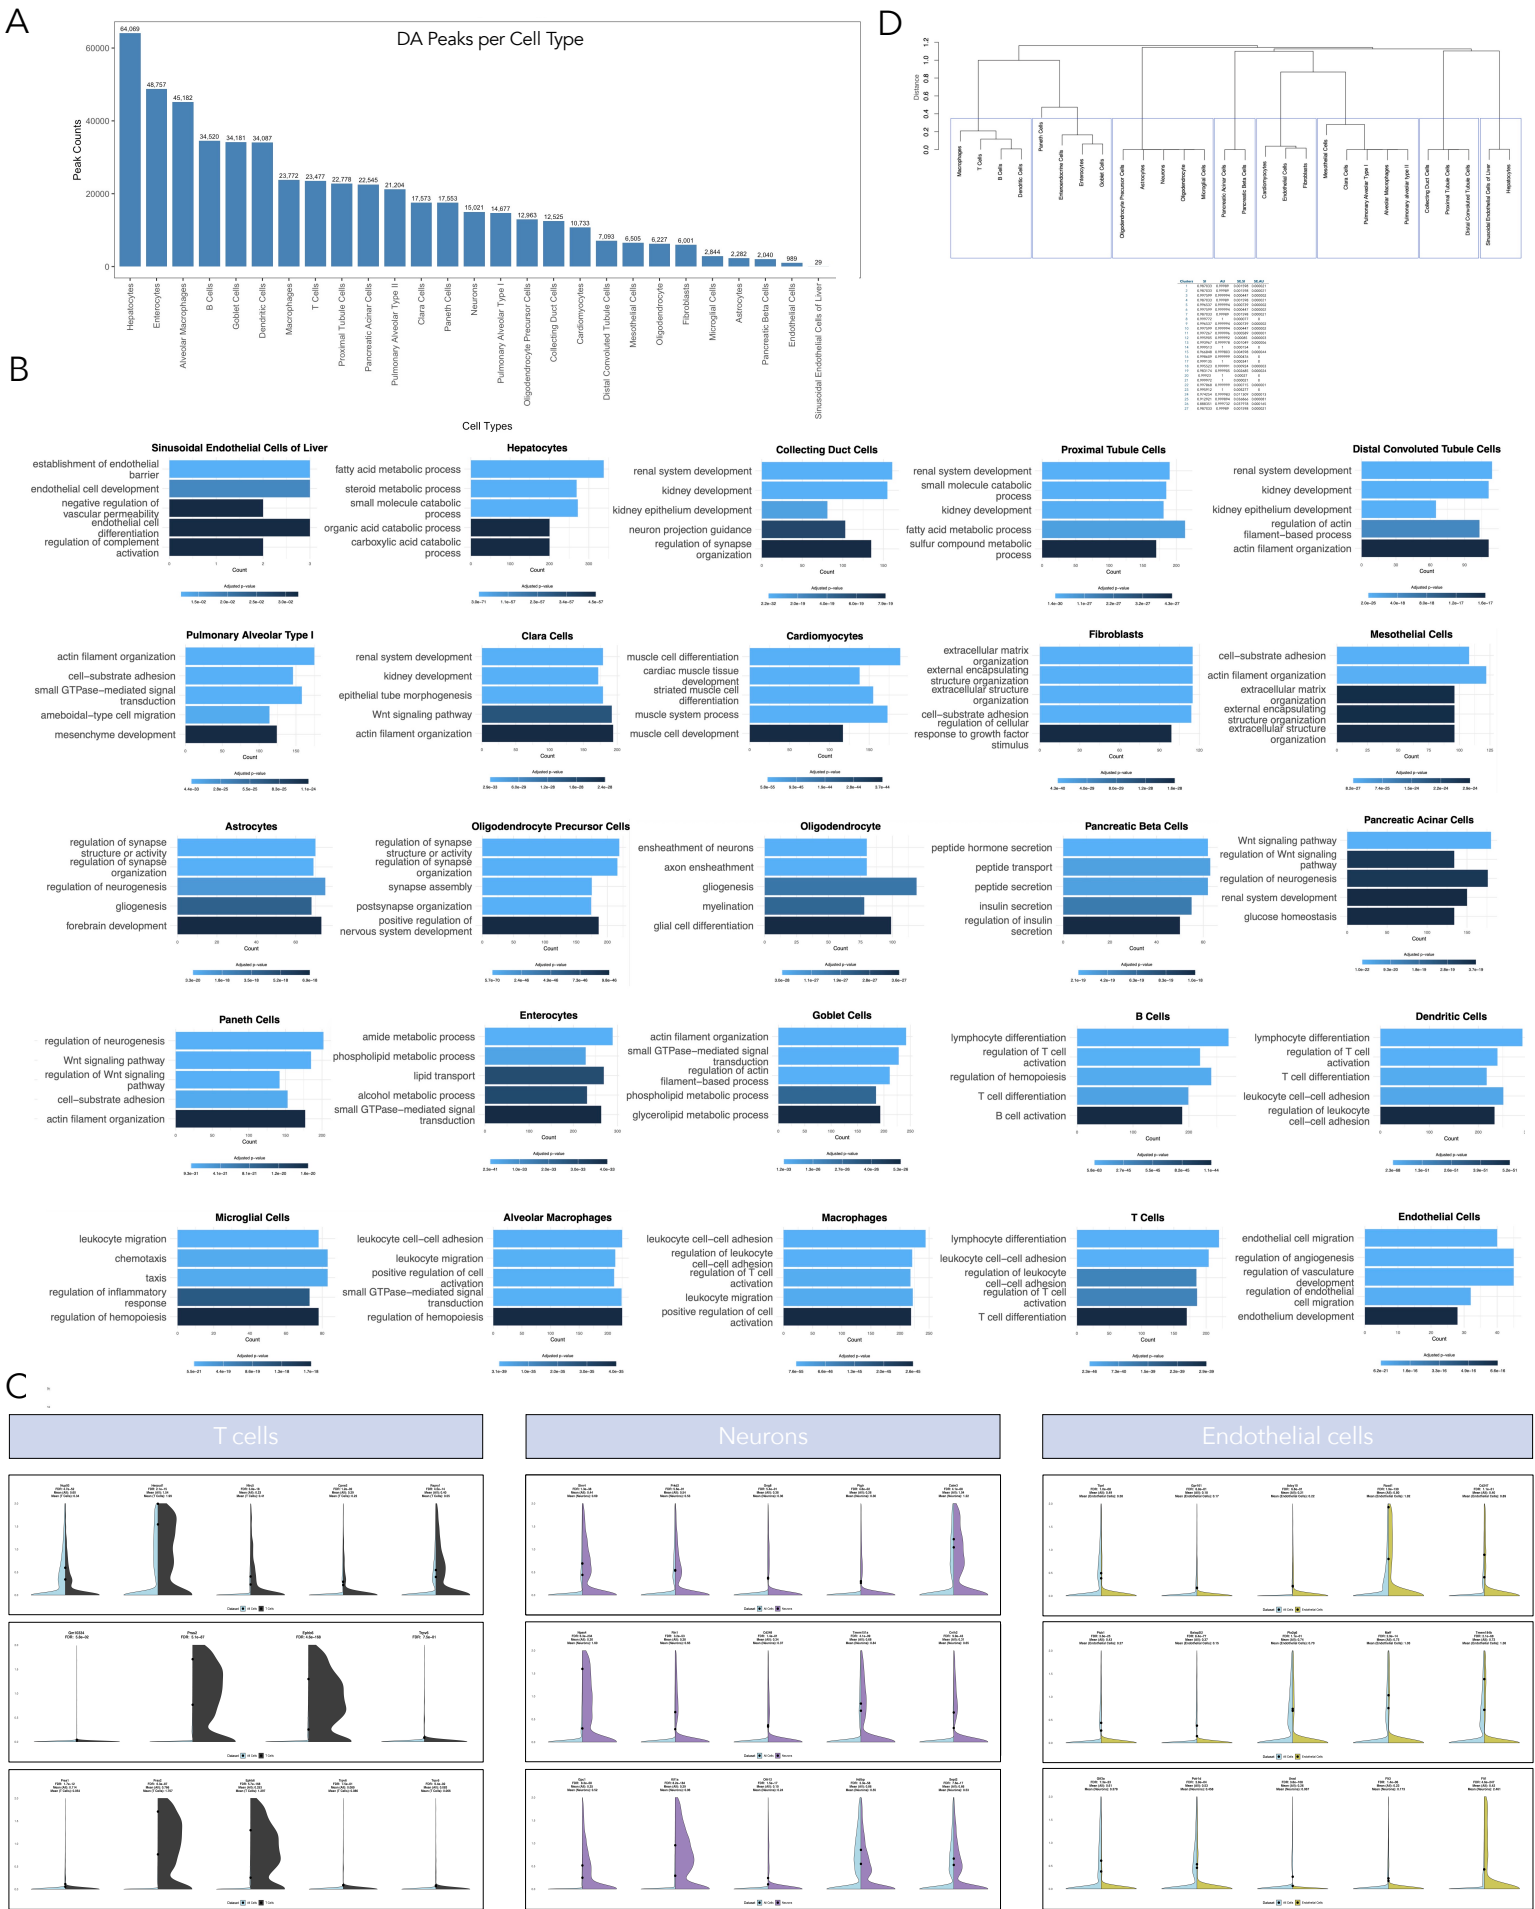

## A

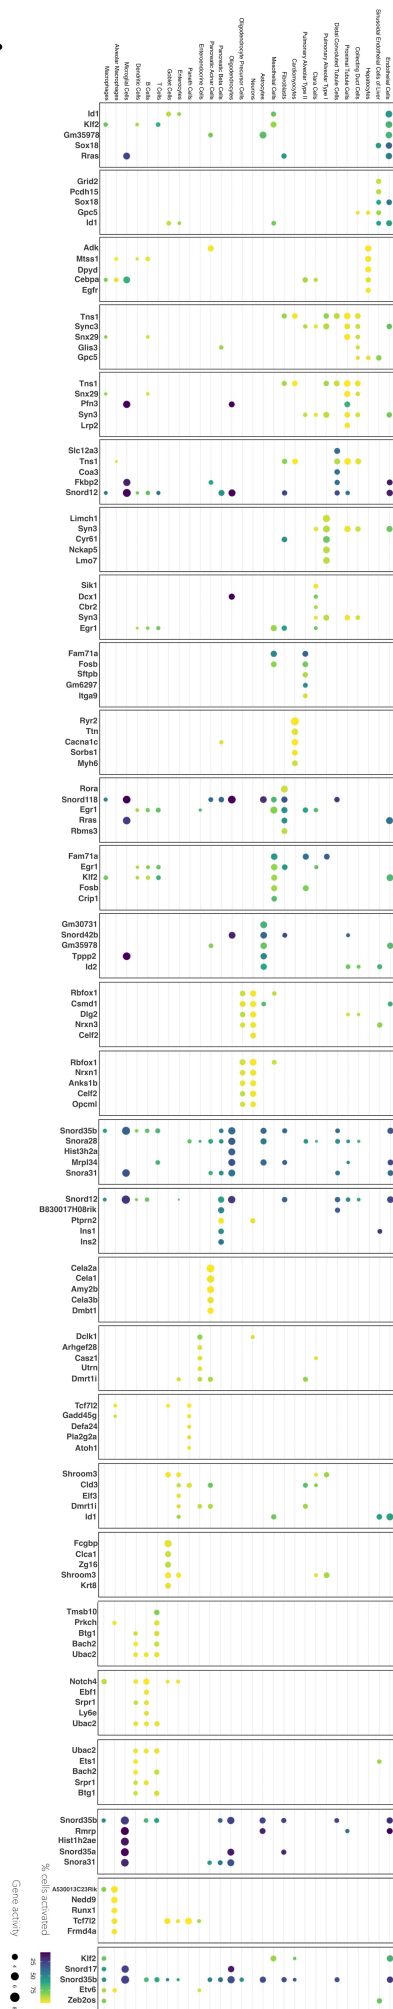

Supplementary Figure 4.

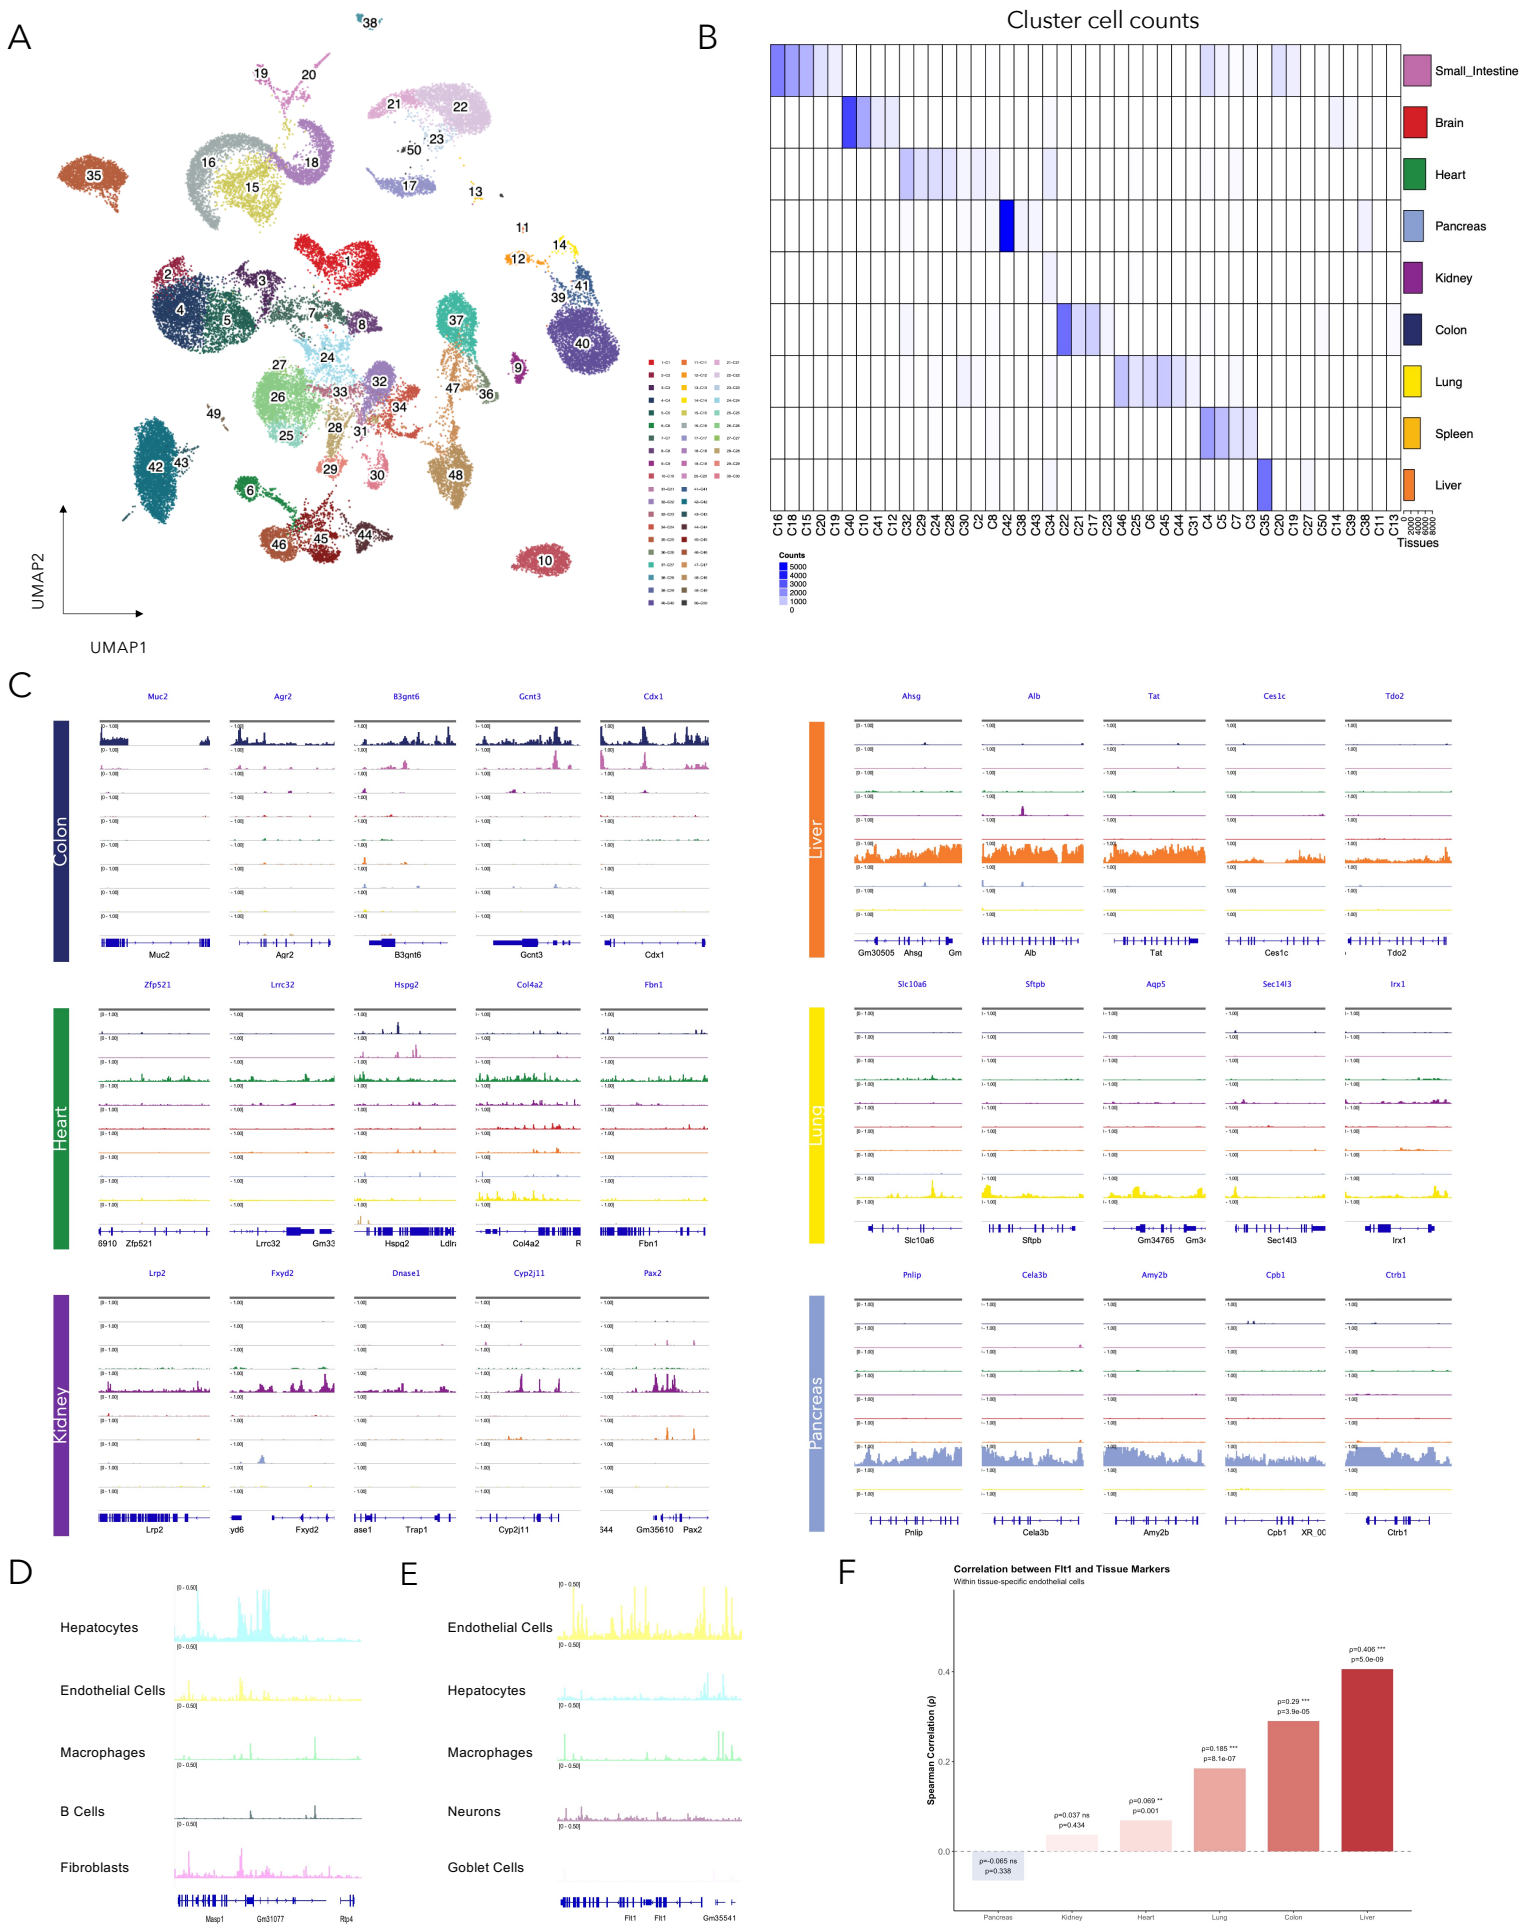

Supplementary Figure 5.

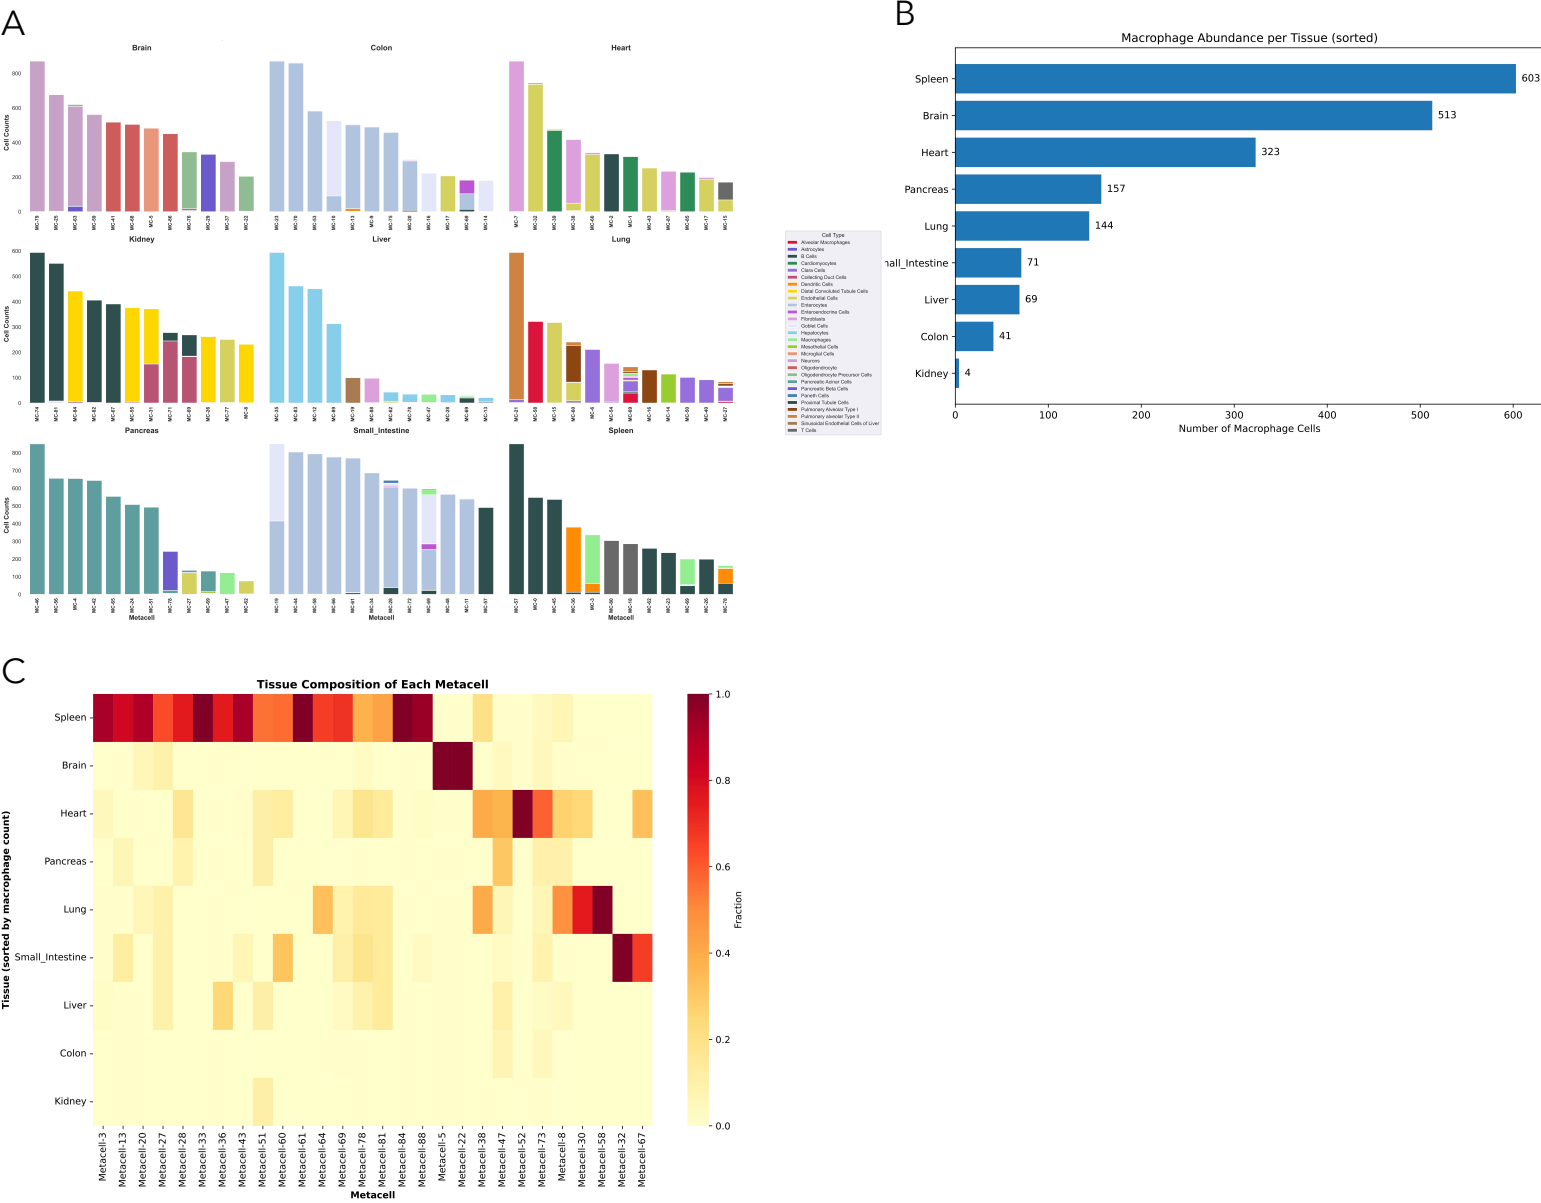

## Supplementary Figure Legends

### Supplementary Figure 1. Quality control metrics for scATAC-seq datasets.

(A) Distribution of total fragment counts per cell across nine tissues, represented as box plots. (B) Scatter plot depicting the density of cells based on transcription start site (TSS) enrichment and the log10-transformed number of unique fragments. (C) ATAC-seq fragment size distribution profiles for all tissues, highlighting nucleosome-free, mono-nucleosome, and di-nucleosome fragments. (D) Ridge plots showing tissue-specific distributions of TSS enrichment (left) and log10-transformed fragment counts (nFragments, right). (E) UMAP visualization showing tissue-specific clustering of scATAC-seq profiles. Each panel highlights cells from a single tissue (brain, kidney, pancreas, colon, liver, heart, lung, spleen, and small intestine) in color, with cells from other tissues shown in gray. (F) Heatmap illustrating tissue-specific chromatin accessibility derived from the GeneScoreMatrix. The GeneScoreMatrix quantifies accessibility at gene promoter regions, providing a direct measure of chromatin openness linked to gene regulation. Each row represents a gene, and each column corresponds to a tissue. Row Z-scores of accessibility are computed to standardize and visualize tissue-specific regulatory patterns, with hierarchical clustering revealing distinct clusters of tissue-enriched accessible regions. (G) Heatmap displaying tissue-specific gene regulatory programs derived from the GeneIntegrationMatrix. Rows represent genes with tissue-specific regulatory associations, while columns correspond to tissues.

### Supplementary Figure 2. Tissue-specific chromatin accessibility patterns across organs.

(A) Bar plot showing the count of differentially accessible (DA) chromatin peaks identified for each of the 28 annotated cell types ( $\text{FDR} \leq 0.1$ ,  $\text{Log2FC} \geq 0.5$ ). (B) GO enrichment analysis for the additional cell types, detailing tissue-specific biological processes. (C) Gene activity score comparisons for marker genes in T cells, neurons, and endothelial cells. Violin plots display the distribution of gene activity scores for representative marker genes (rows) across the specific cell type (colored) versus all other cells (gray). Each panel corresponds to a genomic region shown in Figure 2C-E, demonstrating quantitative enrichment of marker gene activity in the corresponding cell type. (D) Dendrogram clustering displaying AU (Approximately Unbiased) p-value generated using pvelust, an R package for hierarchical clustering with p-values. The AU p-value is computed by multiscale bootstrap resampling. Additionally, the standard inclusion probability (SI) values and their corresponding standard errors are provided.

**Supplementary Figure 3. Tissue- and cell type-specific gene regulation across 28 annotated cell types.** (A) Dot plot illustrating the top highly regulated genes across all 28 annotated cell types from the nine investigated tissues, highlighting key tissue-specific and cell type-specific gene regulatory programs.

### Supplementary Figure 4. Annotation of clusters and identification of chromatin markers.

(A) Pre-annotation UMAP of all cells into 50 distinct clusters using Leiden clustering. Subsequently, these clusters were the basis for annotation of the resulting 28 cell types. (B) Cell counts within each cluster. (C) Genomic browser tracks of representative marker peaks showing chromatin accessibility enrichments unique to tissue-specific endothelial cells. (D) Comparison of tissue-specific versus cell-type-specific chromatin accessibility. Masp1 locus shows accessibility across multiple cell types within liver (hepatocytes, endothelial cells, macrophages) but not in

endothelial cells from other organs, demonstrating tissue-context chromatin signals. (E) *Flt1* locus shows endothelial-specific accessibility across all tissues, with minimal signal in non-endothelial cells. (F) Bar plot showing Spearman correlation coefficients between the pan-endothelial marker *Flt1* and tissue-specific markers (Liver: *Masp1*, Colon: *Muc2*, Lung: *Sftpb*, Heart: *Hspg2*, Kidney: *Fxyd2* and Pancreas: *Pnlip*) calculated within tissue-resident endothelial cells. Bars are colored by correlation strength (red = positive, blue = negative). Significance: \*\*\* $p < 0.001$ , \*\* $p < 0.01$ , \* $p < 0.05$ , ns = not significant.

**Supplementary Figure 5.** Metacell composition and macrophage distribution.

(A) Distribution of metacells in each tissue, represented as a bar plot. (B) Number of macrophage cells per tissue. (C) Tissue composition of the 28 macrophage-enriched metacells analyzed in Figure 5F-H, demonstrating tissue-specific clustering within the macrophage population.

**Table 1.** Cell type by tissue cross-tabulation.

|                                              | Brain | Colon | Heart | Kidney | Liver | Lung | Pancreas | Small intestine | Spleen |
|----------------------------------------------|-------|-------|-------|--------|-------|------|----------|-----------------|--------|
| <b>Alveolar Macrophages</b>                  | 0     | 0     | 0     | 0      | 0     | 678  | 0        | 0               | 0      |
| <b>Astrocytes</b>                            | 467   | 0     | 0     | 0      | 0     | 1    | 0        | 0               | 0      |
| <b>B Cells</b>                               | 3     | 44    | 400   | 4      | 58    | 116  | 71       | 788             | 2846   |
| <b>Cardiomyocytes</b>                        | 2     | 24    | 1030  | 2      | 0     | 0    | 0        | 5               | 0      |
| <b>Clara Cells</b>                           | 0     | 0     | 0     | 0      | 0     | 929  | 1        | 0               | 0      |
| <b>Collecting Duct Cells</b>                 | 9     | 0     | 2     | 781    | 0     | 0    | 0        | 0               | 0      |
| <b>Dendritic Cells</b>                       | 0     | 15    | 9     | 0      | 0     | 1    | 0        | 140             | 481    |
| <b>Distal Convoluted Tubule Cells</b>        | 0     | 0     | 0     | 1523   | 0     | 0    | 1        | 0               | 0      |
| <b>Endothelial Cells</b>                     | 6     | 195   | 2242  | 453    | 53    | 700  | 221      | 8               | 32     |
| <b>Enterocytes</b>                           | 0     | 3592  | 6     | 1      | 1     | 0    | 0        | 5215            | 3      |
| <b>Enteroendocrine Cells</b>                 | 0     | 76    | 0     | 0      | 0     | 19   | 0        | 30              | 0      |
| <b>Fibroblasts</b>                           | 91    | 250   | 1751  | 233    | 126   | 348  | 92       | 9               | 8      |
| <b>Goblet Cells</b>                          | 0     | 679   | 0     | 0      | 0     | 0    | 0        | 518             | 0      |
| <b>Hepatocytes</b>                           | 0     | 0     | 0     | 0      | 2477  | 1    | 1        | 0               | 0      |
| <b>Macrophages</b>                           | 23    | 41    | 323   | 4      | 69    | 144  | 157      | 71              | 603    |
| <b>Mesothelial Cells</b>                     | 0     | 3     | 168   | 1      | 0     | 208  | 74       | 8               | 0      |
| <b>Microglial Cells</b>                      | 490   | 0     | 0     | 0      | 0     | 0    | 0        | 0               | 0      |
| <b>Neurons</b>                               | 3254  | 0     | 0     | 0      | 0     | 3    | 0        | 0               | 0      |
| <b>Oligodendrocyte</b>                       | 1504  | 0     | 0     | 0      | 0     | 0    | 0        | 0               | 0      |
| <b>Oligodendrocyte Precursor Cells</b>       | 628   | 12    | 0     | 0      | 0     | 1    | 0        | 0               | 0      |
| <b>Pancreatic Acinar Cells</b>               | 0     | 0     | 1     | 0      | 0     | 0    | 4605     | 0               | 1      |
| <b>Pancreatic Beta Cells</b>                 | 0     | 0     | 0     | 0      | 0     | 0    | 223      | 0               | 0      |
| <b>Paneth Cells</b>                          | 0     | 0     | 0     | 0      | 0     | 0    | 0        | 298             | 0      |
| <b>Proximal Tubule Cells</b>                 | 0     | 0     | 0     | 2185   | 0     | 0    | 1        | 0               | 0      |
| <b>Pulmonary Alveolar Type I</b>             | 0     | 0     | 0     | 0      | 0     | 540  | 0        | 0               | 0      |
| <b>Pulmonary Alveolar Type II</b>            | 0     | 0     | 0     | 0      | 0     | 1052 | 0        | 0               | 0      |
| <b>Sinusoidal Endothelial Cells of Liver</b> | 0     | 0     | 10    | 8      | 139   | 0    | 1        | 0               | 1      |
| <b>T Cells</b>                               | 3     | 48    | 177   | 2      | 48    | 118  | 37       | 546             | 656    |

**Table 2.** Comparison of the number of identified cell types resolved by scATAC-seq in our study and those reported in two major scRNA-seq atlases.

| Study                         | Identified cell types | Modality             | Citation                                                           |
|-------------------------------|-----------------------|----------------------|--------------------------------------------------------------------|
| <b>Mouse Cell Atlas (MCA)</b> | 46 (for 9 organs)     | single cell RNA-seq  | Han, X. et al. <i>Cell</i> <b>172</b> , 1091–1107.e17 (2018).      |
| <b>Tabula Muris</b>           | 67 (for 9 organs)     | single cell RNA-seq  | Tabula Muris Consortium <i>Nature</i> <b>562</b> , 367–372 (2018). |
| <b>Our study</b>              | 28                    | single cell ATAC-seq |                                                                    |

**Table 3.** The number of differentially accessible (DA) chromatin peaks identified for each cell type (FDR  $\leq$  0.1, Log2FC  $\geq$  0.5).

| <b>Cell type</b>                             | <b>n_DA_peaks</b> |
|----------------------------------------------|-------------------|
| <b>Hepatocytes</b>                           | 64069             |
| <b>Enterocytes</b>                           | 48757             |
| <b>Alveolar Macrophages</b>                  | 45182             |
| <b>B Cells</b>                               | 34520             |
| <b>Goblet Cells</b>                          | 34181             |
| <b>Dendritic Cells</b>                       | 34087             |
| <b>Macrophages</b>                           | 23772             |
| <b>T Cells</b>                               | 23477             |
| <b>Proximal Tubule Cells</b>                 | 22778             |
| <b>Pancreatic Acinar Cells</b>               | 22545             |
| <b>Pulmonary Alveolar Type II</b>            | 21204             |
| <b>Clara Cells</b>                           | 17573             |
| <b>Paneth Cells</b>                          | 17553             |
| <b>Neurons</b>                               | 15021             |
| <b>Pulmonary Alveolar Type I</b>             | 14677             |
| <b>Oligodendrocyte Precursor Cells</b>       | 12963             |
| <b>Collecting Duct Cells</b>                 | 12525             |
| <b>Cardiomyocytes</b>                        | 10733             |
| <b>Distal Convoluted Tubule Cells</b>        | 7093              |
| <b>Mesothelial Cells</b>                     | 6505              |
| <b>Oligodendrocyte</b>                       | 6227              |
| <b>Fibroblasts</b>                           | 6001              |
| <b>Microglial Cells</b>                      | 2844              |
| <b>Astrocytes</b>                            | 2282              |
| <b>Pancreatic Beta Cells</b>                 | 2040              |
| <b>Endothelial Cells</b>                     | 989               |
| <b>Sinusoidal Endothelial Cells of Liver</b> | 29                |

**Table 4.** Correlation analysis between expression of the endothelial marker Flt1 and chromatin accessibility markers for each tissue, provided as supplementary data to Fig. 4E.

| <b>Tissue</b>   | <b>Marker1</b> | <b>Marker2</b> | <b>Correlation</b> | <b>P value</b> | <b>N cells</b> |
|-----------------|----------------|----------------|--------------------|----------------|----------------|
| <b>Liver</b>    | Flt1           | Masp1          | 0.406              | 5.03E-09       | 192            |
| <b>Lung</b>     | Flt1           | Sftpb          | 0.185              | 8.14E-07       | 700            |
| <b>Heart</b>    | Flt1           | Hspg2          | 0.069              | 1.09E-03       | 2252           |
| <b>Kidney</b>   | Flt1           | Fxyd2          | 0.037              | 4.34E-01       | 461            |
| <b>Colon</b>    | Flt1           | Muc2           | 0.29               | 3.88E-05       | 195            |
| <b>Pancreas</b> | Flt1           | Pnlip          | -0.065             | 3.38E-01       | 222            |

# Supplementary material for: Chromatin accessibility landscapes define stromal cell identities across tissues
**Source:** Commun Biol. 2026 Feb 25;9:480. doi: 10.1038/s42003-026-09720-w
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Reagents, buffers, and materials used for tissue preparation and nuclei isolation.

**File name:** Supplementary Data 2

**Description:** Tissue-specific accessible chromatin regions and associated gene annotations.

# Supplementary material for: Chromatin accessibility landscapes define stromal cell identities across tissues
**Source:** Commun Biol. 2026 Feb 25;9:480. doi: 10.1038/s42003-026-09720-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | 10x Genomics Chromium Controller and Cell Ranger ATAC v1.1.0.                                                                                                                                                                     |
| Data analysis   | STAR v2.7.9a, ArchR v1.0.1, Harmony, Seurat, SEACells v0.3.3 (Python 3.11.7), Scanpy v1.8.2.<br>Custom scripts: <a href="https://github.com/OroujiLab/Mouse_Tissues_scATAC">https://github.com/OroujiLab/Mouse_Tissues_scATAC</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in GEO under accession number GSE286329 and will be public upon publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice, 8-10 weeks old, both sexes.                                                                                            |
| Wild animals            | No wild animals used.                                                                                                                |
| Reporting on sex        | Both male and female mice were used; sex was not a variable in study design.                                                         |
| Field-collected samples | All samples were obtained from laboratory animals.                                                                                   |
| Ethics oversight        | Animal protocols were approved by the institutional ethics committee and the Research Ethics Board at the University Health Network. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

How the deposited data were processed for this re-analysis (not part of the article)

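Nuclei of 9 mouse tissues were profiled by single-cell ATAC-seq, with 1 library per tissue and no replicate of any tissue. The authors deposited, for each library, raw counts of Tn5 cut sites per peak and barcode, made with Cell Ranger ATAC from reads aligned to mm10, with the peaks called in that library alone. The submitters' processing notes name STAR, Cell Ranger ATAC and ArchR, with ArchR used after these files were made. Most entries of the matrices are 2, the ends of 1 fragment, so counting intervals were computed on fragments. Total counts ranged from 30741685 in the heart to 182318302 in the small intestine, and the median per barcode from 3310 in the heart to 38680.5 in the liver.

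Barcodes with at least 1000 counts were clustered within each library with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9, and figures were drawn with matplotlib 3.10.9. Counts were weighted by term frequency and inverse document frequency and reduced to 30 dimensions by singular value decomposition, without dimensions correlated with depth above 0.75, and 30 neighbors per cell were clustered by the Leiden method at resolution 1. Doublets were scored against simulated pairs of cells from different clusters, and the cells with the highest scores were removed, in the number n times n over 100000 for n cells, which took out 3.07% (liver) to 7.82% (small intestine) of the cells. The score was replaced after results under a first version had been seen, because the first version found few of the doublets made by adding pairs of barcodes in a test on simulated data. Many versions were tried on made doublets alone, and the one used removed 21% of 300 made doublets in the heart, 28.3% in the kidney and 24% in the lung, where the first had removed 5%, 9.67% and 7%. At 4 times the number removed it took out 86%, 81.7% and 74.3%. The names of epithelial clusters of the colon, liver and small intestine moved with this change and those of stromal clusters hardly did.

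Clusters were named by a rule from marker lists fixed in advance, and 3 versions of the rule were tried after the clusters had been seen, the last of them with the cell numbers of the paper's Table 1 at hand. A cluster took the name of the class with the best marker score if at least 3 of its markers had 50 counts or more and lay 2-fold above the lower quartile of the clusters, if the 10 leading genes of the cluster did not hold more markers of another class, and if its score reached 0.5 of the highest of that class. Clusters below 0.4 of the library's median depth without a marker of the class among their leading genes were kept out, which removed 576 cells of the liver and 193 cells of the colon among others. The candidate with the next best score was tried when the best failed on leading genes or score, clusters that matched neither stayed unnamed, and classes of parenchyma were considered in their own organ alone.

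Gene positions came from the GENCODE annotation of GRCm38, and peaks overlapping the gene body or 5000 bp upstream of it were summed. Genes at least 2-fold above or below the other cells of a library were called higher or lower, with exact Poisson intervals for levels and ratios and exact binomial (Clopper-Pearson) intervals for shares, at 95%. No test was run between cells, and the sign-flip test over libraries was used for the similarity of classes alone. Lists of 30 genes for T cells, neurons and endothelial cells and of up to 10 genes for each organ and stromal class were compared with 10000 random lists matched for mean level. The results of these lists are given with the T cell, neuronal, endothelial, fibroblast and macrophage genes. Classes were compared over the 16362 regions called in all 9 libraries, a region being accessible above 20 CPM. The shares of sequence motifs were counted in the 1000 most class-specific peaks and in 10000 background peaks matched for GC content and width.

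Named genes are all those the paper names for a class or tissue in its text or in Fig. 3D, the 4 members of each list with the largest ratio, and the 5 genes per organ with the largest ratio to the same stromal class elsewhere, with at least 50 counts and a peak called in at least 2 libraries. The results of some of these genes are not reported here. Other members of the organ lists were named after their values had been seen. On simulated data, the 2-fold rule called 0.0684% of unchanged genes in the heart and 1.96% in the liver, and the counting intervals held the simulated ratio in 95.8% of them in the heart. Alternatives to the cell filter, doublet removal, cluster resolution, gene window, region set, similarity measure, number of groups and motif background were run. Metacells, batch correction, footprinting, gene ontology terms and transcription start site enrichment were not computed here, and Amy2b was not analyzed here.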

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

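The tests of 4 times as many removed doublets, of the heart genes against cardiomyocytes and of the heart and lung libraries alone were chosen only after the results were seen. Sequence motifs outside those that the paper discusses were enriched in the class peaks of several cell types, above matched background peaks of the same library. The PU.1 site was in 12% of the class peaks of microglia-like cells and in 1.57% of the background, a ratio of 7.64. The TEAD site had a ratio of 3.25 in alveolar type I-like cells of the lung, the SOX site 2.51 in oligodendrocyte-like cells, and the MEF2 site 2.04 in cardiomyocyte-like cells. The RFX site, which the paper discusses for neurons, had a ratio of 2.14 in endocrine-like cells of the pancreas. Factors of these families are known regulators of the same cell types. High ratios were not confined to such pairs, with 3.32 for the PU.1 site in kidney endothelial-like cells and 3.05 for the HNF1 site in alveolar type II-like cells. No explanation was tested for these ratios.

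Genes of an organ's epithelium or parenchyma were open in endothelial-like cells of the same organ. In the 3 organs that have other classes outside the parenchyma, a single one of 47 cells in the liver, their level was 0.864 times the mean of these classes in the liver and 0.839 times in the lung, which is what fragments of the main class in every barcode would give, and 1.41 times in the heart, where the listed genes are mostly highest in stromal classes and do not test this. Keeping the predicted doublets raised it at most 1.50 times, in the kidney, a test that leaves mixed nuclei open because the removal found only 21% to 28.3% of made doublets. Removing 4 times as many lowered it 1.87 times in the kidney and more in the lung, so mixed nuclei may account for part of the signal there, although the same removal would also take out cells in which both sets of genes are open. For the heart genes the level was 146% of that of cardiomyocyte-like cells, which fragments or nuclei of cardiomyocytes alone could not give, and the regulation by the tissue that the paper proposes remains open as a biological explanation that was not tested.

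The correlations of organ genes with Flt1 across endothelial-like cells fell to 0.282 of their median size when depth per cell was taken out, so depth may account for most of them. Whether the remaining correlation is biological was not tested.

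Groups of stromal cells were nearest to groups of their own library. Their gap in similarity stayed at 0.918 of its size without the regions at least 2-fold higher in the main class of a library. This cannot decide whether fragments of that class are the source, because such fragments could also change the regions kept. Of the leading genes of macrophage-like cells, 28 of 35 were as high in the largest other class of the library. So were 14 of 20 in endothelial-like and 3 of 10 in fibroblast-like cells. Lymphocyte groups had 0.321 of the stromal gap, and 0.525 when the heart and lung libraries alone were compared, so a difference shared by every cell of a library cannot be told apart from a difference between organs with 1 library each. Adaptation of stromal cells to their organ stays open and was not tested.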

How the results depend on the processing

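The removal of 4 times as many predicted doublets, the lists without naming genes, the class sums thinned to equal counts, the random shared peaks, the shared peaks no higher in the main class and the heart and lung libraries alone were chosen only after the results were seen. No paired analysis was possible because every tissue has a single library and the labels share replicate 1 only. Of 402 alternative values for 111 results, 315 stayed within the spread of the main value or on the same side of their threshold, 71 moved, 12 reversed and 4 passed a threshold, and the cause was not tested for those that changed.

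Among barcodes of at least 3000 counts, the classes that are largest with the main settings held 51.4% of the brain (neuron-like), 19.1% of the heart (endothelial-like, below 25.1% fibroblast-like and 23.8% cardiomyocyte-like), 52.8% of the kidney (proximal tubule-like), 88.1% of the liver (hepatocyte-like), 89.1% of the pancreas (acinar-like), 52.8% of the small intestine (enterocyte-like) and 64.7% of the spleen (B cell-like). With all barcodes they held 54.2% of the brain, 69.9% of the colon, 32.5% of the heart and 46.5% of the small intestine, and with no doublets removed 50.3% of the brain, 56.4% of the colon, 87.8% of the liver and 32.1% of the small intestine. At a resolution of 0.5 they held 88.0% of the liver and 46.3% of the small intestine. Shares of peaks in common were 38.4%, 35.0% and 14.6% at a reciprocal overlap of 50% for the colon and small intestine, the heart and lung, and the brain and liver, and 66.0%, 59.3% and 40.7% with the same number of peaks per library. The brain and liver were then no longer the lowest pair, with 14.2% for the liver and pancreas and 36.2% for the brain and small intestine.

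Of the paper's genes, enterocyte-like cells had 0 pairs 2-fold higher with no doublets removed, at 3000 counts and at a resolution of 0.5, neuron-like cells 3 of 5 genes at 3000 counts and 3 of the 4 measured over promoters, and T cell-like cells 2 pairs at 3000 counts. The T cell list had 9 genes higher in the heart and 7 in the lung over promoters. The endothelial level of the paper's genes, as a share of that in the main class, was 19.7% in the kidney and 16.8% in the lung with no doublets removed, 21.3% and 15.6% at 3000 counts, and 161% in the heart, 9.73% in the kidney, 31.6% in the liver and 4.19% in the lung with 4 times as many predicted doublets removed. Over promoters 0 heart genes were highest in endothelial-like cells. Correlations with Flt1 were 0.0734 for Hspg2, -0.0345 for Fxyd2 and -0.0321 for Sftpb with depth removed, and 0.108 for Hspg2, -0.0365 for Fxyd2 and 0.0091 for Masp1 over promoters.

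The difference in similarity within and between organs ranged from 0.0650 to 0.0772 when each library was left out, and that of stromal classes from -0.0057 without the spleen to 0.0106, with -0.0056 without the liver. With cells thinned to 3000 counts, 5 classes had a lower mean similarity between their cells than endothelial-like cells did. Organ lists reversed over regions called in every library compared for endothelial-like cells of the lung (0.824) and macrophage-like cells of the brain (0.851) and the spleen (0.738), and over promoters for macrophage-like cells of the liver (1.24), the small intestine (1.01) and the spleen (0.639). The list of the pancreas came to 1.01 over all peaks, and that of the spleen to 1.42 with no doublets removed. No value came for the macrophage lists of the heart, liver, lung and pancreas over regions called in every library compared, of the pancreas over promoters and of the liver with no doublets removed. Over all merged regions 84.4% of the 90 groups took 90% of their cells from 1 library.

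The nearest group was of the same library for 100% of endothelial-like groups over all merged regions, with no doublets removed, with random shared peaks and in the heart and lung alone. It was so for 100% of T cell-like groups over all merged regions and in the heart and lung alone, and for B cell-like groups for 99.6% over all merged regions, 100% in the heart and lung alone, 84.1% with no doublets removed, 85.7% over shared peaks no higher in the main class and 83.5% without main-class peaks. The NKX ratio in club- or ciliated-like cells was 1.41 with 500 peaks per class, and the KLF ratio was 0.794 in goblet-like cells of the colon and 0.757 in enterocyte-like cells of the small intestine against a background not matched for GC content.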

Differences from the paper's values

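No test in this part was chosen after the results were seen. Cell names are rebuilt here, so numbers of cells differ in what they count, and both totals are given. Spleen macrophage-like cells numbered 215 of 4543 cells and the paper's macrophages 603 of 4631, and the numbers with all barcodes, at least 3000 counts, no doublets removed or a resolution of 0.5, set before the data were examined, do not close this gap. Colon enterocyte-like cells numbered 51 of 4889 and the paper's 3592 of 4979, and none of these alternatives closes it, with 1012 for all barcodes, 869 at 3000 counts and 848 with no doublets removed. Colon goblet-like cells numbered 3260 of 4889 and the paper's 679 of 4979, and those of the small intestine 866 of 7205 and the paper's 518 of 7636, which none of the alternatives closes. Heart T cell-like cells numbered 271 of 5702 and the paper's 177 of 6119, and the alternative of at least 3000 counts (183 of 3481) closes the gap in number and not in share, while all barcodes (283), no doublets removed (303) and a resolution of 0.5 (271) close neither. Spleen dendritic-like cells numbered 185 of 4543 and the paper's 481 of 4631, and no alternative closes this. The paper counts endothelial cells and fibroblasts in every tissue, while here endothelial-like cells were named in 4 libraries and fibroblast-like cells in 2.

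The rank correlation of Hspg2 with Flt1 was 0.196 over 1768 endothelial-like cells and the paper's 0.069, where it counts 2252 endothelial cells, which the alternatives of depth removed (0.0734) and promoters (0.108) close and no doublets removed (0.188) does not. That of Masp1 was 0.189 over 136 cells and the paper's 0.406, with 192 endothelial cells counted. No doublets removed (0.244) closes the gap only in that it lies within a spread of 0.170, which takes the cells of 1 library as independent. Depth removed (0.0389) and promoters (0.0091) do not close the gap. The rank correlation of Sftpb was 0.0703 over 616 cells and the paper's 0.185, with 700 endothelial cells counted. None of depth removed (-0.0321), promoters (0.0085) and no doublets removed (0.0955) closes this gap. The paper describes gene activity scores with imputed missing values and does not state which values its correlations use. Counts in called peaks were used here, so the measures may be unlike, and whether that accounts for the gaps was not tested. The paper's test of these correlations took cells as replicates, and so did the spread used here.

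In Fig. 2 the paper compares a cell type with all analyzed cells and in Fig. 3D it shows genes across tissues, while the ratios here are to the other cells of the same library, so the references are unlike. The paper names Calm3 as more accessible in neurons, and here its ratio in neuron-like cells was 0.751, within 2-fold, with 12.7 for Npas4, the other gene shown. It names Herpud1 as accessible in T cells, and here the ratio was 0.951 to 1.50, while that of Ephb6 was 2.00 to 13.2. Against the other cells of their library, its dendritic cell genes were not 2-fold higher in dendritic-like cells of the spleen (0 of 5), its hepatocyte genes were 0 of 5 higher, and its enterocyte genes 1 of 8 pairs, while those of cardiomyocytes were 5 of 5 and those of acinar cells 4 of 4 measured. From footprints, which were not computed here, it proposes a role of Klf1 in the intestine. The share of class peaks with a KLF site, an unlike measure, was 0.856 to 1.01 times the background in the epithelial classes there. That background is from the same, mostly epithelial library, so an enrichment shared by the intestinal epithelium could be missed. The paper places most macrophages in the spleen, with alveolar macrophages and microglia as separate types. Without such cells the heart held 413, the spleen 215 and the lung 158 macrophage-like cells here. It lists organ genes for endothelial cells that were mostly highest in another class here, with 1 of 5 highest in endothelial-like cells of the heart and 0 of 5 in those of the kidney, the liver and the lung.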

Other observations

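No test in this part was chosen after the results were seen, except the comparison of the heart and lung libraries alone. Over the regions called in all libraries, groups of lymphocytes followed their library less than stromal groups did. The nearest group was of the same library for 69 of 86 T cell-like groups, with 37.3% expected by chance, and for 170 of 224 B cell-like groups, with 49.8%. By organ it was 47 of 47 T cell-like groups in the spleen, 16 of 20 in the small intestine, 3 of 13 in the heart and 3 of 6 in the lung, and for B cell-like groups all of the spleen, 14 of 46 in the small intestine, 6 of 7 in the lung and 0 of 21 in the heart. Over all merged regions it was so for 100% of the T cell-like groups, for 99.6% of the B cell-like groups and for 21 of 21 B cell-like groups of the heart, so the difference from stromal groups depends on the regions used. With the heart and lung libraries alone every T cell-like and B cell-like group was nearest to its own library, with gaps of 0.0238 and 0.0263.

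Other class peaks were enriched for sites of factors known from the cell type. Such sites were not confined to these types, with an HNF4 ratio of 1.88 in spleen macrophage-like cells. The HNF4 site was in 19.4% of the class peaks of proximal tubule-like cells and in 9.94% of the background, the CDX site in 23% and 10.6% of the small intestinal stem- or progenitor-like cells' peaks, and the FOX site in 40% and 18.9% of those of small intestinal goblet-like cells. The CTCF site, which is bound in most cell types, had a highest ratio of 1.19.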
